# Transcriptome signature for dietary fructose-specific changes in rat renal cortex: A quantitative approach to physiological relevance

**DOI:** 10.1371/journal.pone.0201293

**Published:** 2018-08-01

**Authors:** Agustin Gonzalez-Vicente, Jeffrey L. Garvin, Ulrich Hopfer

## Abstract

Fructose consumption causes metabolic diseases and renal injury primarily in the renal cortex where fructose is metabolized. Analyzing gene differential expression induced by dietary manipulation is challenging. The effects may depend on the base diet and primary changes likely induce secondary or higher order changes that are difficult to capture by conventional univariate transcriptome analyses. We hypothesized that dietary fructose induces a genetic program in the kidney cortex that favors lipogenesis and gluconeogenesis. To test this, we analyzed renal cortical transcriptomes of rats on normal- and high-salt base diets supplemented with fructose. Both sets of data were analyzed using the Characteristic Direction method to yield fructose-induced gene vectors of associated differential expression values. A fructose-specific “signature” of 139 genes differentially expressed was extracted from the 2 diet vectors by a new algorithm that takes into account a gene’s rank and standard deviation of its differential expression value. Of these genes, 97 were annotated and the top 34 accounted for 80% of the signal in the annotated signature. The genes were predominantly proximal tubule–specific, coding for metabolic enzymes or transporters. Cosine similarity of signature genes in the two fructose-induced vectors was >0.78. These 139 genes of the fructose signature contributed 27% and 38% of total differential expression on normal- and high- salt diet, respectively. Principal Component Analysis showed that the individual animals could be grouped according to diet. The fructose signature contained a greater enrichment of Gene Ontology processes related to nutrition and metabolism of fructose than two univariate analysis methods. The major feature of the fructose signature is a change in metabolic programs of the renal proximal tubule consistent with gluconeogenesis and de-novo lipogenesis. This new “signature” constitutes a new metric to bridge the gap between physiological phenomena and differential expression profile.

## Introduction

Elevated consumption of fructose has been associated with metabolic disorders and salt-sensitive hypertension [1]. However, the connection between fructose metabolism and the pathogenesis of fructose consumption-associated diseases remains unresolved and controversial [2]. An interesting hypothesis is that the abundance of fructose in fruits occurring at the end of summer or wet-season preludes times of food scarcity, and may have been selected for by evolution as a trigger for fat accumulation; the “fat switch” [3, 4]. Such altered metabolism and appetite, seen, for example in hibernation, are genetically programmed mechanisms. Although there may have been an adaptive advantage to the “fat switch” in evolutionary terms, in the present environment of food abundance even moderate amounts of fructose may lead to pathological conditions including renal failure, hypertension, and cardiovascular disease [5, 6].

The renal cortex can contribute significantly to plasma glucose and lipids depending on metabolic state. The proximal tubule of the nephron is the only renal tissue that expresses fructokinase (ketohexokinase) [7, 8] and catabolizes fructose [9, 10]. Cells of this segment can use the carbon backbone of fructose to synthesize both glucose and lipids, and in the Krebs cycle to generate ATP. We have previously shown that dietary fructose (20% fructose beverage for 7 days) enhances the ability of angiotensin II to stimulate Na reabsorption in this segment [11], a process dependent on oxidative phosphorylation. However, it is unknown whether dietary fructose initiates a genetic program in the renal cortex that favors an altered metabolic state and lipogenesis, as in the liver [12].

Transcriptome signatures are proving useful in cancer, immunology and other fields [13–15], but have yet to be applied in detail to nutritional problems. This absence is explained, at least partially, by the greater complexity of metabolic changes in response to dietary interventions. There are several problems that need to be addressed to obtain informative data of differential expression (DE) of genes when assessing the effect of dietary manipulations [16]. First, the effects of adding or changing a nutrient to a base diet will depend on the composition of the base diet and amount and length of supplementation. Second, metabolic states are influenced by a number of poorly or uncontrollable variables, such as the gut microbiome or circadian rhythm, that increase the variance of baseline gene expression. Third, changes in diet would be expected to lead to primary metabolic changes, which then trigger higher order DE of other genes. The serial responses could result in a potentially large number of small changes in gene expression that are difficult to identify, but, nevertheless, are relevant to the physiology. Such changes are not likely captured by univariate analyses. Furthermore, no consensus currently exists on the criteria by which to identify the complete set of differentially expressed genes.

To overcome many of the problems associated with such studies we: 1) used a two-by-two design in which the effects of fructose were examined on two base diets; 2) converted expression data to gene vectors with associated DE values with the multivariate Characteristic Direction (CD) method [17]; and 3) developed a new algorithm that combines the results from two base diets and identifies a cut-off for differentially expressed genes called “rank/deviation”. The primary focus of this report is on evaluation of the effectiveness of this approach over currently used methods in identifying the gene programs expressed in response to fructose.

Here we report for the first time the effects of dietary fructose on DE of genes in the renal cortex. Most of the highest ranked DE genes relate to enhanced gluconeogenesis and lipogenesis. These processes are known to occur in the proximal tubule under some metabolic conditions, but the extent of fructose control of these processes has not been investigated. Principal Component Analysis and Cosine Similarity confirmed effectiveness of our approach in identifying DE genes. Advantages of our methods were demonstrated by comparing results to those from two conventional univariate analyses: ANOVA and Bayesian Analysis of Variance for Microarrays (BAM) [18–20]. Most importantly, the CD method allows identification of gene programs, whereby the relative expression changes of genes in response to a stimulus constitute a new quantitative metric to bridge the gap between physiological phenomena and differential expression signatures.

## Materials and methods

### Animal model and sample collection

Fig 1 provides an outline of experimental design and analysis. To overcome the problem of a dietary supplement-base diet interaction, we analyzed differential gene expression in response to fructose supplementation using rats on two different base diets (Fig 1A) producing four treatment groups of 4 animals each. The normal-salt base diet contained 0.60% NaCl (Prolab Isopro RMH 3000, 22.5% protein, 5.5% fat, 51.6% carbohydrates and an energy content of 4.18 kcal/g) while the high-salt diet contained 4% NaCl (Harlan TD.92034, 19.4% protein, 5.2% fat and 47.5% carbohydrates, providing 3.1 kcal/g). Two groups received 20% fructose in the drinking water for 7 days to catch early effects of fructose before onset of the known chronic pathologies [12]. Base diets and fructose delivery protocols were based on a well-characterized model [5, 21]. The study was approved by the Institutional Animal Care and Use Committee of Case Western Reserve University. All experiments were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals.

**Fig 1:**
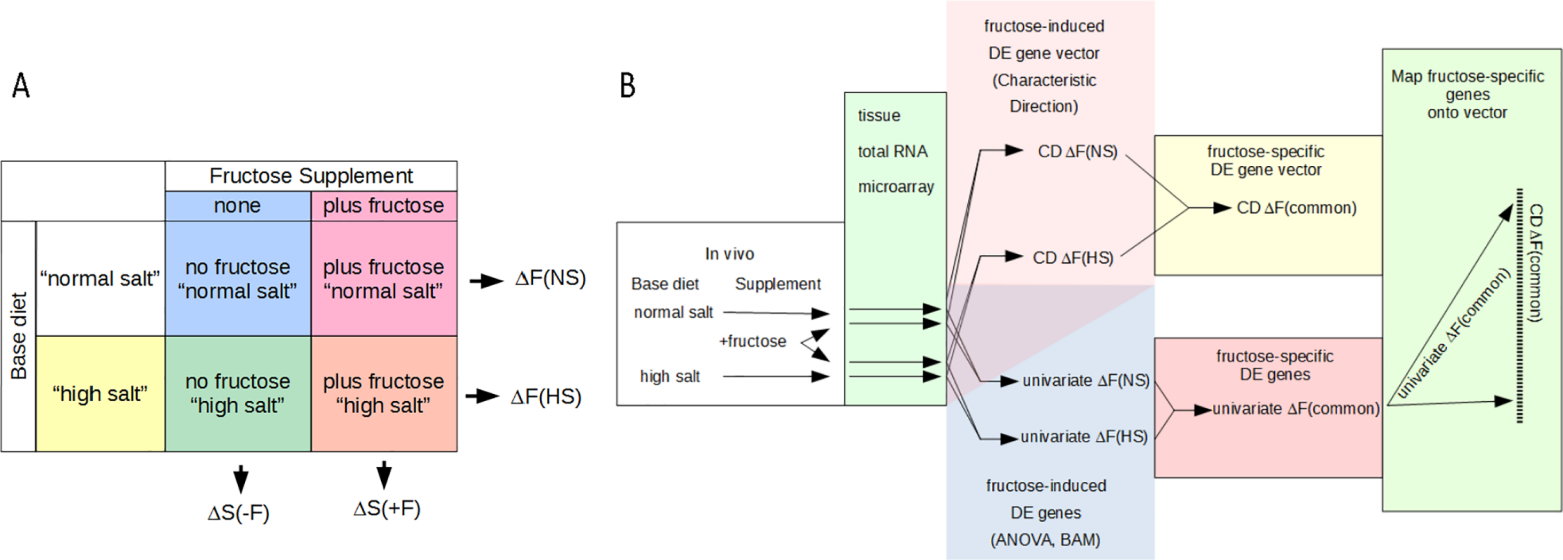
Outline of experimental design and analysis. A) 2 x 2 experimental design of the animal food with 2 different base diets supplemented with 20% fructose in the drinking water. The 2 x 2 design allows analysis of fructose-induced DE effects on both normal- and high-salt base diets. These results are designated as ΔF(NS) and ΔF(HS), respectively. It also allows an analysis of expression changes due to consumption of different base diets, both in the absence or presence of supplemental fructose. The results from this type of analysis are designated as ΔS(-F) and ΔS(+F), respectively, because the normal-salt diet is used as control. B) Transcriptome analysis scheme to extract a fructose-specific DE vector (signature) by the multivariate CD method (upper analysis flow) and generate gene lists by the univariate methods of ANOVA and BAM (lower analysis flow). The multivariate and univariate methods result in different types of primary data (middle column): CD generates a vector with a DE value (*v*_*i*_) for each gene, which is normalized so that $\sum_{i=1}^{n}{\left(v_{i}\right)}^{2}\equiv 1$. The univariate methods of ANOVA and BAM generate lists of DE genes, depending on the cut-off criteria (e.g., p ≤ 0.05 for ANOVA). To find fructose-specific DE that is common to both base diets, the information from ΔF(NS) and ΔF(HS) is combined. With CD, a gene vector ΔF(common) is created with DE values as geometric means of those of ΔF(NS) and ΔF(HS). The genes with the top most DE values, low enough variance, and similar effects on the two base diets are extracted to yield CD ΔF(signature) as detailed in Fig 2. In the univariate methods, genes with fructose-specific DE are identified by applying the significance criteria simultaneously to both ΔF(NS) and ΔF(HS) and omitting genes with changes in opposite direction. Those fructose-specific genes identified by ANOVA and BAM that are part of the fructose-specific CD ΔF(signature) are then mapped onto this signature, i.e., located on the vector CD ΔF(signature) (last column).

Experimental animals were male Sprague-Dawley rats (Charles River Breeding Laboratories, Wilmington, MA) weighing between 101 and 125 g. They were allowed 5 days for acclimation to the facility and housed in pairs under normal rat housing conditions with a 12-hour light cycle and access to food and fluids *ad libitum*. They were randomly assigned to one of four groups.

Because of the previous characterization of the animal model, only weight was monitored in this study as surrogate for the beginning of fructose-induced obesity. This parameter was normal for all groups and showed no difference between groups (S8 Table).

After 7 days of the treatment, rats were anesthetized with ketamine (100 mg/kg bw IP) and xylazine (20 mg/kg bw IP), and given 2 IU heparin (IP). Surgical instruments and working space were decontaminated with RNase Away Reagent (Life Technologies, #10328–011). The abdominal cavity was opened and the kidneys cooled-down by pouring cold saline on them. Then, the right kidney was excised, rapidly submerged in a large volume of cold saline, and transferred to a trans-illuminated acrylic plate at 4°C. The tissue sample was a ~1 mm-thick slice of superficial cortex from a sagittal cut. The sample was immediately transferred to a tube containing 1 ml RNAlater (Qiagen; #76104) and kept at -20° C until extraction. Total RNA was extracted using miRNeasy Mini Kit (Qiagen; #217004) according to the manufacture’s recommendations. Quality control was assessed by measuring the 260/280 absorbance ratio. All analyzed samples had 260/280 ratios > 1.8.

### Microarray data

Microarray data were generated from the total RNA by the Gene Expression and Genotyping Facility (GEGF.net) of the Case Comprehensive Cancer Center according to the Affymetrix WT Plus protocol and gene chip *RaGene*-2_0-st. This chip uses 214,954 probes in 30,472 TranscriptClusterIDs, 62.2% of which are annotated. The data are available in the NIH GEO database under GSE103110 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103110).

Analyses of the Affymetrix image files were carried out on a desktop computer with windows 8.1 as operating system. The image files were converted to expression data and normalized by Expression Console build 1.4.1.46 using the *RaGene*-2_0-st data file and the robust multi-array average method. Other parameter settings included use of quartile for normalization and median polish for summarization. Further analyses to extract differentially expressed genes were carried out with expression data at the TranscriptClusterID (gene) level and conversion to gene symbols was made only in the final steps using RaGene-2_0-st-v1.na36.rn5.transcript.csv.

### Microarray data analysis with the Characteristic Direction (CD) method

In an attempt to overcome the problem of identifying important genes in spite of high variance of baseline expression, we used the multivariate CD method for analysis [17] implemented on R [22]. The CD method calculates a vector “*V”* of a differential expression value (DE value) for each TranscriptClusterID between groups “a” and “b” as follows:

$$V=\sum^{-1}\times \left(\mu_{a}-\mu_{b}\right)$$ (1)

Whereby Ʃ is the covariance matrix of the data, and μ_a_ and μ_b_ are the vectors of the means of the expression values of each TranscriptClusterID from the experimental groups “a” and “b”, respectively (Fig 1A). Four gene vectors with associated DE values were generated: 1) effect of fructose on a normal-salt diet: CD ΔF(NS); 2) effect of fructose on a high-salt diet: CD ΔF(HS); 3) effect of the high- versus the normal-salt diet in the absence of fructose: CD ΔS(-F); and 4) in the presence of fructose: CD ΔS(+F). Then each of the 4 vectors (with elements DE value_*i*_ = *v*_*i*_) was normalized as follows:

$$\sum_{i=1}^{n}{\left(v_{i}\right)}^{2}\equiv 1$$ (2)

with “*i*” ranging from 1 to *n*, where “n” represents the number of genes.

The normalized vector values quantitatively reflect the relative contribution to differential expression of all genes. To easily extract the most important genes, vectors are sorted in descending order of the absolute of the squared *v*_i_ value and genes are indexed so that “*i*” indicates the positional rank after sorting.

### Identifying the common fructose signature

Fig 1B outlines our strategy for identifying a common signature of DE for the fructose effect on the two base diets. To combine the information from the CD ΔF(NS) and CD ΔF(HS) vectors, a secondary vector CD ΔF(common) with common values “*vc*” was generated by gene-wise calculating the geometric mean of the values (v_i_) of ΔF(NS) and ΔF(HS), whereby the geometric mean of two numbers *v1*_*i*_ and *v2*_*i*_ is defined as follows:

1. if *v1*_*i*_ and *v2*_*i*_ are greater than zero, $vc_{i}=+\sqrt{v1_{i}*v2_{i}}$
2. if *v1*_*i*_ and *v2*_*i*_ are less than zero, $vc_{i}=-\sqrt{v1_{i}*v2_{i}}$
3. if the product (*v1*_*i*_ * *v2*_*i*_) is less than zero, $vc_{i}=+\sqrt{v1_{i}*v2_{i}}*\sqrt{-1}$, i.e., an imaginary number.

By extending the definition of geometric mean to the square root of a negative number as an imaginary one, CD ΔF(common) captures not only average up- or down-regulated genes through the real “vc” values, but also changes that occur in opposite directions on the two base diets through imaginary “vc” values.

A corresponding CD ΔS(common) was generated from CD ΔS(-F) and CD ΔS(+F).

### Error estimate for CD vectors

To estimate the error in the “v” value of each gene in the primary CD vectors, 100 null vectors were calculated from random pairs of mean-corrected expression data of individual animals, rather than the mean difference between groups. The mean-corrected expression sets from experimental and control animals were combined for this purpose, providing for 8 individual expression data and 7! possible pairs. The mean value of the 100 null vectors was close to zero. The procedure for calculating null vectors follows Clark et al. [17], except that sorting is omitted. It uses the same co-variance matrix and normalization factor as for the primary CD vectors. The standard deviations (SD) of the null vectors for each TranscriptClusterID was used as estimate for the error of “v_*i*_” values of the corresponding vectors.

For a secondary vector, such as CD ΔF(common), the SD of its “vc” values is derived from the two primary vectors as follows:

$$SDcommon_{i}=\sqrt{SD1_{i}*SD2_{i}}$$ (3)

### Cosine similarity calculations

Similarity of 2 vectors of identical dimensions is easily assessed by calculating the cosine of the angle between them: an angle of 0^o^ with a cosine value of 1 indicates perfect alignment while 90^o^ or cosine 0 reflects orthogonal vectors with complete dissimilarity.

Given two vectors, *A* and *B*, the cosine similarity, *cos(θ)*, is represented using a dot product A•B and magnitude ‖A‖ and ‖B‖ as:

$$\cos(\theta )=\sum_{j=1}^{n}Aj*Bj/(\sqrt{\sum_{j=1}^{n}Aj^{2}}*\sqrt{\sum_{j=1}^{n}Bj^{2}})$$ (4)

where Aj and Bj are components of vector A and B respectively [23]. The calculations were implemented in R [22]. Gene vectors subjected to analysis were sorted in the same gene space according to the criteria indicated in the legends.

### Extraction of top differentially expressed genes from CD vectors

The CD (R-package GeoDE, version 1) uses an empirical cut-off to select the top differentially expressed genes without taking into account possible errors of “v” values. This cut-off identified about ~7 k genes out of a total of ~30 k. To focus on the important genes, we developed 2 inclusion/exclusion criteria based on rank and error considerations:

1) We define an enrichment score (*ES*) for the gene’s “*v*” value and a cut-off based on the “*v*” value of a vector with equal contributions of all genes. Only genes with *ES* values greater than zero are included. In mathematical terms, for any gene with positional rank ‘*i* ‘, an enrichment score *ES*_*i*_ is defined as

$$ES_{i}=|v_{i}{}^{2}|-(1/n)$$ (5)

whereby *v*_*i*_ represents the DE value of each gene. *ES*_*i*_ = 0 when |*v*_*i*_^2^| = (1/*n*). (1/*n*) is the squared expression value for a vector where all genes contribute equally to DE, i.e., $\pm \sqrt{1/n}$. Excluded genes are those with *ES* values ≤ 0. To find all genes with (1/*n*), gene vectors are resorted in descending order of *ES* values and re-indexed in terms of positional rank ‘i*‘*. Then a cumulative distribution function (CDF) of [*v*_*i*_^2^ − (1/*n*)] is constructed, i.e.,

$$CDF(ES_{i})=\sum_{1}^{i}\left[v_{i}{}^{2}-(1/n)\right]$$ (6)

At the maximum of CDF(*ES*), i.e., at CDF(*ES*)_max_, *ES*_*i*_ ≃ 0, thus identifying a cut-off rank “*i*_*max*_”. Given the asymmetrical distribution of *ES*_*i*_, for all higher “*i*”s *ES*_*i*_ ≤ 0.

2) To balance rank of the “*v*” value for inclusion with the magnitude of the error for exclusion, the squared value of the estimated error for each gene’s “*v*” value is added to the CDF. The new function with error CE_*i*_ is defined as follows:

$$CE_{i}=CDF(ES_{i})+2*SD_{i}{}^{2}$$ (7)

If CE_*i*_ > CDF(*ES*)_max_, then the uncertainty of the “*v*” value is considered too high and the gene is excluded from the set of top most differentially expressed genes. This use of a CDF is based on a modification of a function used by Clark et al. [17] and implemented in Excel.

The Eqs 5–7 apply to both primary and secondary vectors and thus apply to both “*v*” and “*vc*”. Note, that there is change in the definition of ES_*i*_ between Eq 5 and subsequent ones in that only Eq 5 contains the absolute value of “*v*^*2*^”. This is necessary to appropriately rank imaginary “*vc*” values.

### Principal component analysis (PCA)

For PCA analysis, the expression data set for 200 TranscriptClusterIDs was analyzed using the prcomp() function in R [22]. The top most ranked TranscriptClusterIDs from the real part of CD ΔF(common) and a similarly calculated CD ΔS(common) were identified and their expression data were subjected to PCA analysis. The data matrix from all 16 animal samples was centered and variance normalized.

### Analysis by univariate methods

We also analyzed DE by two univariate methods: 1) ANOVA using Affymetrix Transcriptome Analysis Console (TAC) (Version 3.0); and 2) Bayesian Analysis of Variance for Microarrays [20] (BAMarray, http://www.bamarray.com) run at the highest stringency. ANOVA and BAM generate lists of individual genes whose expression has reached statistical significance. Statistical significance depends on baseline variance, fructose-induced fold-changes in expression, and prior knowledge of variance patterns. ANOVA generates a list of genes with associated mean expression changes and p-values, while BAM generates a list of genes with its own associated Zcut statistics. Fructose-induced genes were considered those on a single diet with p<0.05 with ANOVA and an absolute value of Zcut>2.4 with BAMarray, while fructose-specific genes were identified by these statistics on both diets.

### Quantitative polymerase chain reaction (qPCR)

qPCR was carried with a Qiagen custom 96-well RT^2^ PCR assay according to the supplier’s instructions with an ABI StepOnePlus thermocycler. The Qiagen validated primers were for Pck1 (Rn.104376), G6pc (Rn. 10992), Tmem50a (Rn. 957), Actb (Rn. 94978), Gapdh (Rn. 91450), Lrp2 (Rn. 26430), Agtrap (Rn. 8471), Hmgcs2 (Rn. 29594), and Slc13a2 (Rn. 10821). The plates contained controls for rat genomic DNA contamination, positive PCR, and reverse transcription. The raw signals were routinely monitored for amplification in the log-linear phase with the program LinRegPCR.exe [24] (http://www.hartfaalcentrum.nl) and analyzed by the Cy0 method which calculates initial rates of amplification based on the entire time course of amplification [25] (https://www.cy0method.org). The Cy0 method was implemented on a Mathcad15 program. The Cy0 method was shown to be superior to the Δ method in a large scale series of experiments [26]. Data were normalized with respect to the expression of Gapdh or Actb.

### Gene Ontology (GO) enrichment analysis

The enrichment analysis of the fructose-specific CD gene list was carried out with the Database for Annotation, Visualization and Integrated Discovery (DAVID, version 6.8, https://david.ncifcrf.gov). Questionable gene annotations were cross-checked with Genecards (https://www.genecards.org/). Erroneous entries, when realized during the analysis, were corrected (S7 Table) and parameters of enrichment, significance and false discovery rate (FDR) recalculated.

### Statistical methods

p < 0.05 was used as significance criterion for t-tests, ANOVA, and the EASE test used by DAVID (a modified Fisher exact test). BAMarray comes with its own statistics of “Zcut”. Absolute Zcut values of > 2.4 were considered statistically significant as indicated by the software program.

## Results

### Analysis of fructose-induced DE by the Characteristic Direction method

To test our hypothesis, and overcome the problem of interactions between a fructose supplement and the base diet, we studied the effects of fructose on two base diets, designated here as normal- and high-salt diet (Fig 1A). 

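Superficial kidney cortex was taken from 16 male Sprague-Dawley rats, an outbred strain, and the RNA of each rat was measured on 1 array. Rats 1 to 4 received the normal-salt diet (0.6% NaCl) with water and rats 5 to 8 the same diet with 20% fructose in the drinking water. Rats 9 to 12 received the high-salt diet (4% NaCl) with water and rats 13 to 16 the high-salt diet with 20% fructose, all for 7 days. By the paper's methods these base diets are chows of different makers that differ in protein, carbohydrate and energy content as well as in NaCl, so that a change with salt is here a difference between the base diets. The paper gives a weight of 101 to 125 g at the start and the sample labels give 150 g. The array carries probes along the whole length of each transcript, and its values are reported per TranscriptClusterID, of which the deposited table holds 36685. The authors summarized the probes by robust multi-array average (RMA), and the deposited values are on the log2 scale, from 1.76 to 13.8. A gene symbol was found for 18533 TranscriptClusterIDs, 553 carried several symbols and 17599 none. Of the named TranscriptClusterIDs, 254 were named from S1, S2 and S3 Tables alone, among them that of G6pc. The median of all values was 5.28 in rats on the normal-salt diet with water, 5.30 with fructose, 5.30 on the high-salt diet with water and 5.36 with fructose (medians over the 4 arrays of a group). The 4 arrays of high-salt rats given fructose had medians from 5.33 to 5.44, and the other 12 from 5.25 to 5.34. Pairs of arrays correlated at 0.968 to 0.990 across TranscriptClusterIDs, which are not independent replicates. CD vectors were computed from linear values, a scale that the paper's methods do not name, and each TranscriptClusterID was tested with limma on the log2 values of all 16 arrays, with p adjusted by Benjamini and Hochberg over the 36685. Gene groups were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, each p being adjusted over 38 gene lists. The gene lists, the rule for the genes named and the settings were chosen before the deposited values were examined. They were chosen with knowledge of the paper, however, and so not blind to its results from these same arrays. Some lists hold genes that the paper names, and the linear scale was chosen from the DE values that it lists. Changes are log2 differences, fructose minus water or high minus normal salt.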

Expression data were generated from total RNA of superficial kidney cortex by the *Affymetrix RaGene-2_st* chip. The primary ProbetSetID expression data were summarized at the gene (TranscriptClusterID) level and analyzed for differential expression as shown in Fig 1B. With the CD method (Fig 1B, upper arrows), primary fructose-induced gene vectors with associated DE values were generated, designated as CD ΔF(NS) and CD ΔF(HS) for normal- and high-salt base diets, respectively. The normalized changes in expression values of the genes comprising these vectors ranged from about ±0.3 for the highest up-regulated and down-regulated genes to ±10^−9^ for the lowest ones. 

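Pck1 (TranscriptClusterID 17769336), which encodes the cytosolic phosphoenolpyruvate carboxykinase, had the highest DE value of both vectors, 0.159 in CD ΔF(NS) and 0.216 in CD ΔF(HS). Its mean signal on the linear scale was 3511 with water and 5237 with fructose on the normal-salt diet, and 6957 and 9159 on the high-salt diet (n = 4 rats per group). The lowest DE value of CD ΔF(NS) was that of the amino acid transporter Slc7a13, −0.214, and its DE value in CD ΔF(HS) was 0.0437. The lowest of CD ΔF(HS) was that of the metallothionein Mt1, −0.106, and its DE value in CD ΔF(NS) was 0.0599. Slc7a13 and Mt1 are named for their place in the vectors, after their values were seen. The smallest absolute DE values were 3.11e-08 in CD ΔF(NS) and 1.01e-10 in CD ΔF(HS). If all 36685 TranscriptClusterIDs contributed equally, each would have an absolute DE value of 0.00522. Over the null vectors, Pck1 had an SD of 0.163 for CD ΔF(NS) and 0.142 for CD ΔF(HS).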

For comparison, a vector where all genes make the same contribution to overall differential expression, would have values of $\pm \sqrt{1/n}$, where *n* = number of genes, or ~±0.006 for our data set with ~30k genes. The apparent paradox of getting DE values lower than $\sqrt{1/n}$ in real data vectors is a consequence of the normalization so that when some DE values in a vector are > $\left|\sqrt{1/n}\right|$ others become < $\left|\sqrt{1/n}\right|$.

Useful criteria for a cut-off of differentially expressed genes have not been developed. For example, current implementation of CD (R-package GeoDE, version 1) uses an empirical cut-off based on an *in-silico* model. With this, we identified ~7,000 genes affected by fructose out of a total of ~30,000. This high fraction of identified genes did not provide useful insight into the physiological processes affected by fructose, the primary purpose of our study.

To address this problem, we developed a new algorithm to define the cut-off point for significant changes in expression called “rank/deviation”. As the name implies “rank/deviation” takes into account both a gene’s DE value and its standard deviation as demonstrated for CD ΔF(NS) in Fig 2 and explained in detail in the legend. With this new approach the number of significant genes differentially expressed by dietary fructose was 1814 and 1745 on normal- and high-salt diet, respectively (Table 1, S1 and S2 Tables). These fructose-induced gene sets contain many genes which are present on only one of the lists or whose expression changes go in opposite directions on the two diets. 

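On the normal-salt diet, genes of the extracellular matrix and of fibroblasts were lower with fructose as groups. Of 15 measured genes of extracellular matrix and fibrosis, 13 had a log2 change below 0 and 2 above, with a median of −0.17, and 1 was lower when adjusted over the list alone (camera adjusted p = 0.000321, and adjusted p = 0.311 with an estimated correlation). Of 6 markers of fibroblasts and smooth muscle, all had a change below 0, with a median of −0.27, and 1 was lower when adjusted over the list alone (camera adjusted p = 0.000321, and adjusted p = 0.311 with an estimated correlation). Col3a1, a chain of fibrillar collagen, had a log2 change of −0.56 (standard error 0.11, adjusted p = 0.753 from limma) and Spata22 one of −1.09 (standard error 0.20, adjusted p = 0.732). On the high-salt diet, 13 of the 15 matrix genes were again below 0, with a median of −0.21, and 1 was lower when adjusted over the list alone (camera adjusted p = 1.17e-05, and adjusted p = 0.160 with an estimated correlation). Slc13a2, a sodium-coupled transporter of citrate and succinate, had a log2 change of 0.69 with fructose on high salt (standard error 0.13, adjusted p = 0.0967 from limma). Hacl1, a peroxisomal lyase of branched fatty acids, had a change of 0.75 (standard error 0.13, adjusted p = 0.0947). The rank/deviation selection took 2067 TranscriptClusterIDs on the normal-salt diet, 1220 higher and 847 lower, and 2071 on the high-salt diet, 903 higher and 1168 lower. They hold 1814 of the 1814 TranscriptClusterIDs of S1 Table and 1744 of the 1745 of S2 Table. limma called 0 TranscriptClusterIDs on the normal-salt diet (1521 at an unadjusted p under 0.05, 667 higher and 854 lower) and 1 on the high-salt diet (3530 unadjusted, 2222 higher and 1308 lower). The methods' ANOVA called 0 on either diet after adjustment. The number called on high salt was 0 without rat 13 and when limma was fitted to the 8 high-salt arrays alone, 3, 3, 4 or 2 without rat 11, 12, 15 or 16, 3 with an intensity trend, and 22, with Slc13a2 and Hacl1 among them, when dim TranscriptClusterIDs were left out.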

In fact, <10% of the differentially expressed genes on each diet are common and change in the same direction. This result indicates that the basal metabolic state determined by the type of base diet influences the effect of fructose supplementation on gene expression.

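G6pc, the catalytic subunit of glucose-6-phosphatase, ranked 8 in CD ΔF(NS) and 2 in CD ΔF(HS), with a positive DE value in both. Bhmt, which remethylates homocysteine with betaine, ranked 81 and 7, and Slc25a10, the mitochondrial dicarboxylate carrier, 56 and 12. Aadat, a mitochondrial aminotransferase of the kynurenine pathway, had a negative DE value in both, −0.150 at rank 5 and −0.0291 at rank 191. Of the TranscriptClusterIDs selected on each diet, 1050 were selected on both. Among these, 584 had the same direction, which is 28.3% of those selected on normal salt and 28.2% of those selected on high salt, and 466 had opposite directions. Independent lists of these sizes would share 117. In other splits of the rats within each diet, however, 858 to 1262 were selected on both, with 268 to 767 in the same direction. Chance therefore cannot be excluded for the number shared. The 148 TranscriptClusterIDs of CD ΔF(signature) make up 7.16% and 7.15% of the selected ones. Over the null vectors of CD ΔF(HS), Aadat had an SD of 0.141, larger than its DE value itself.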

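Genes of the cell cycle were lower with fructose on both diets, and further below 0 on the high-salt diet. Of 25 measured cell cycle genes, 24 had a negative change on normal salt, with a median of −0.16 and 0 passing when adjusted over the list alone (camera adjusted p = 2.29e-05, and adjusted p = 0.459 with an estimated correlation). On high salt all 25 had a negative change, with a median of −0.46, and 18 were lower when adjusted over the list alone (camera adjusted p = 2.43e-26, and adjusted p = 0.123 with an estimated correlation). Top2a, a topoisomerase of dividing cells, had a log2 change of −0.31 on normal salt (standard error 0.13, adjusted p = 1.00 from limma) and −0.83 on high salt (standard error 0.13, adjusted p = 0.0900). Markers of macrophages and antigen-presenting cells had opposite directions on the diets. All 9 were below 0 on normal salt, with a median of −0.21 (camera adjusted p = 0.000682, and adjusted p = 0.311 with an estimated correlation), and 8 were above 0 on high salt, with a median of 0.16 (camera adjusted p = 0.0465, and adjusted p = 0.532 with an estimated correlation). RT1-Ba, a class II histocompatibility chain of antigen-presenting cells, had a change of −0.49 on normal and 0.36 on high salt, a difference of 0.85 (standard error 0.23, adjusted p = 0.761 from limma). Genes of the endoplasmic reticulum stress response were lower with fructose on high salt, 15 of 17 with a negative change and a median of −0.20 (camera adjusted p = 2.03e-07, and adjusted p = 0.274 with an estimated correlation). For the interaction itself, camera gave an adjusted p of 5.65e-09 for the cell cycle, 0.000289 for macrophages and 0.000301 for endoplasmic reticulum stress, and an adjusted p = 0.600 for each with an estimated correlation. limma called 0 TranscriptClusterIDs for the interaction (lowest adjusted p = 0.599, 2235 at an unadjusted p under 0.05). The macrophage call on normal salt was lost without rat 8, and that on high salt without rat 9, 10, 12, 13 or 15.

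**Figure D1:**
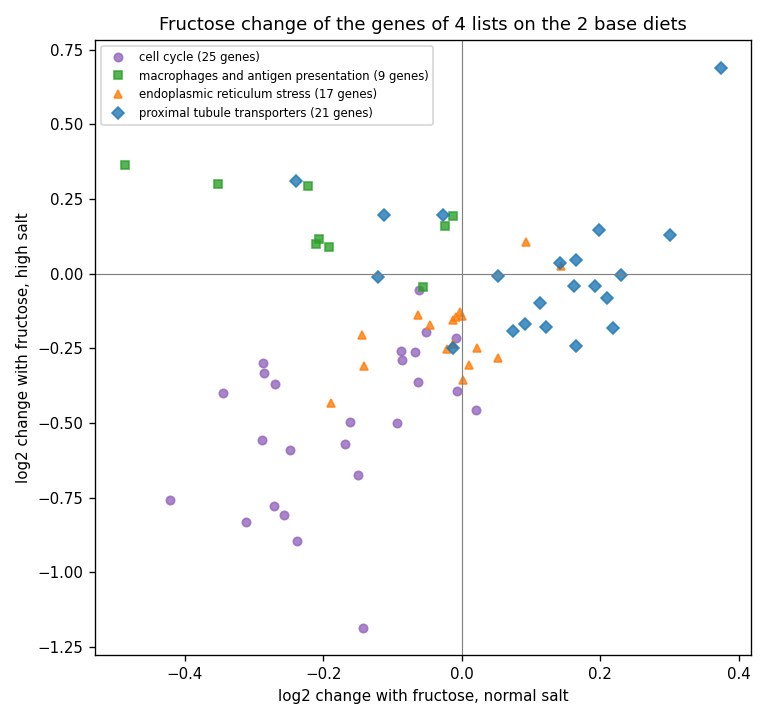
Log2 change with fructose of each measured gene of 4 lists, on the normal-salt diet (x axis) and on the high-salt diet (y axis), 1 point per gene. The 9 macrophage genes lie left of 0 on the x axis and 8 of them above 0 on the y axis, and the 25 cell cycle genes lie below 0 on the y axis.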

**Fig 2:**
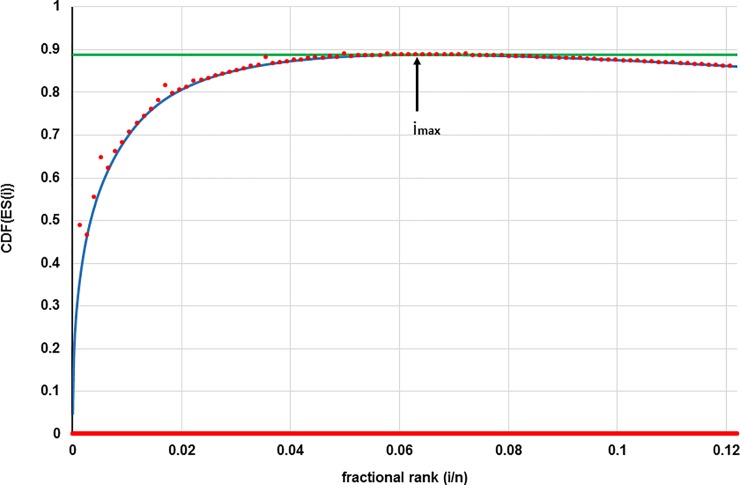
Selection of significant DE genes from CD ΔF(NS). Genes are selected based on their contribution to overall DE provided their variance is not too high. Each gene with DE value (*v*_*i*_) is assigned an enrichment score *ES*_*i*_ defined as *ES*_*i*_ = |*v*_*i*_^2^| − (1/*n*). To assess a gene’s contribution, genes are sorted in descending order of *ES*_*i*_ and then assigned a positional rank “*i*”, ranging from 1 to *n*, the total number of genes. The “blue line” represents the early portion of a plot of the cumulative distribution function $CDF(ES_{i})=\sum_{1}^{i}\left[v_{i}{}^{2}-(1/n)\right]$ (Eq 6 in Methods), versus “fractional rank” (*i*/*n*). This type of plot allows identification of the maximum value of the CDF (green line) and a fractional rank of (*i*_*max*_). At (*i*_*max*_), the gene’s |*v*_*i*_^2^| ≃ (1/*n*), the value expected for a vector where all genes make equal contributions. All genes with higher positional ranks than “*i*_*max*_” can thus be excluded on the basis that their |*v*_*i*_^2^| is less than (1/*n*) (or *ES*_*i*_ ≤ 0) and their contribution to overall DE is minor. To account for the uncertainty of the DEvalue the standard deviation (SD) is included. i.e., 2*SD^2^ of each gene’s DE value is added to its CDF(*ES*_*i*_) value (“red dots”) (Eq 7 in Methods). For illustration purposes, only every 40^th^ point is shown. The genes with red dots below the green line have a sufficiently high DE value and sufficiently low SD to be included in the significant DE genes in terms of induced fructose effects.

**Table 1:** Fructose diet-dependent differentially expressed genes of kidney cortex.

		differentially expressed genes/TranscriptClusterIDs		
Method	Experimental Condition	down	up	total
**Characteristic Direction (CD)**	± fructose–normal salt chow = CD ΔF(NS)	741	1073	1814
(for cut-off see Methods)	± fructose–high salt chow = CD ΔFHS)	1023	722	1745
	CD ΔF(signature)	56	83	139
	annotated CD ΔF(signature)	37	60	97
	Genes representing 80% of information from annotated CD ΔF(signature)	9	25	34
	common to CD, ANOVA, and BAMarray	1	5	6
**ANOVA (p < 0.05)**	± fructose–normal salt chow = ANOVA ΔF(NS)	830	756	1586
	± fructose–high salt chow = ANOVA ΔF(HS)	1044	1378	2422
	ANOVA ΔF(common)	51	57	108
	annotated ANOVA ΔF(common)	48	39	87
	common to ANOVA and BAMarray	14	8	22
	common to CD and ANOVA	3	7	10
**BAMarray (super accuracy)**	± fructose–normal salt chow = BAM ΔF(NS)	329	451	780
	± fructose–high salt chow = BAM ΔF(HS)	515	598	1113
	BAM ΔF(common)	17	15	32
	annotated BAM ΔF(common)	15	9	24
	common to CD and BAMarray	1	6	7

The low percentage of the significant fructose-induced genes common to both base diets prompted us to combine ΔF(NS) and ΔF(HS) by gene-wise calculation of the geometric mean of the DE values into a fructose-specific gene vector CD ΔF(common) (see Methods). 

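The selection from CD ΔF(common) took 251 TranscriptClusterIDs, of which 148 (59.0%) had the same direction on both diets and 103 (41.0%) had opposite directions. Gatm, which encodes the first enzyme of creatine synthesis, had DE values of 0.112 in CD ΔF(NS) and 0.0951 in CD ΔF(HS). The betaine-homocysteine methyltransferase Bhmt had 0.0456 and 0.115. An unnamed TranscriptClusterID, 17822695, was far from 0 in both vectors with opposite signs, −0.155 on normal and 0.0930 on high salt; it was chosen after its values were seen. Acsm3, a mitochondrial medium-chain acyl-CoA synthetase, had DE values of 0.0975 and 0.0521, with SDs of 0.149 and 0.127 over the null vectors. Without rat 2, 7, 9, 10, 13 or 16 the number selected was 62, 130, 31, 125, 94 or 8, and without rat 5 or 12 it was 392 or 382. It was 77 with a regularization of 0.5 and 68 when log2 values entered the CD in place of linear values.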

Application of the cut-off algorithm to CD ΔF(common) yields a vector of 240 significantly changed genes (S1 Fig). Not all these genes change in the same direction on the two base diets. The 58% that change in the same direction constitute a fructose-specific CD ΔF(signature). This vector is comprised of 139 genes, of which 97 are annotated (Tables 1 and 2 and S3 Table). 

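Of the 148 TranscriptClusterIDs with the same direction on both diets, 83 were higher and 65 lower with fructose. A gene symbol was known for 112 and not for 36. Among the higher ones, Cubn, the endocytic receptor cubilin of the proximal tubule, had DE values of 0.0832 in CD ΔF(NS) and 0.0274 in CD ΔF(HS), with a log2 change of 0.30 on normal salt (standard error 0.10, adjusted p = 1.00 from limma). Among the lower ones, Miox, the renal enzyme that opens the ring of myo-inositol, had DE values of −0.0438 and −0.0997. Its log2 change was −0.08 on normal salt (standard error 0.08, adjusted p = 1.00 from limma) and −0.22 on high salt (standard error 0.08, adjusted p = 0.407). The lysosomal protease Ctsl had DE values of −0.0151 and −0.0829 and a log2 change of −0.29 on high salt (standard error 0.12, adjusted p = 0.451 from limma). Of the 139 TranscriptClusterIDs of S3 Table, 134 (96.4%) were among the 148. Without rat 5, 12 or 15 the number was 249, 239 or 230, without rat 2, 6, 7, 9, 10 or 13 it was 37, 97, 77, 24, 76 or 61, and without rat 16 it was 4. With log2 values it was 50, of which 5 were among the 148, and with a regularization of 0.5 it was 49.

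**Figure D2:**
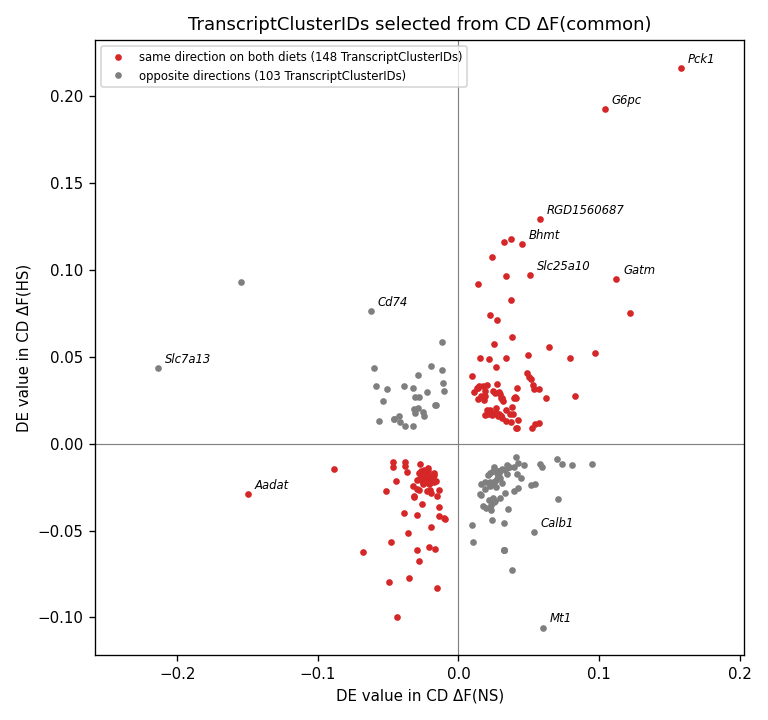
DE value in CD ΔF(NS) (x axis) and in CD ΔF(HS) (y axis) of the 251 TranscriptClusterIDs selected from CD ΔF(common), 1 point each. Points with the same sign on both axes number 148 and those with opposite signs 103, and Pck1 lies farthest along both positive axes.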

The remaining 42% with opposing fructose-induced changes indicate a substantial interaction of fructose with base diet.

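The TranscriptClusterIDs with opposite directions include those of Cd74, Calb1 and Mt1f. Cd74, the invariant chain of class II histocompatibility molecules, had DE values of −0.0623 on normal and 0.0761 on high salt. Its log2 change was −0.22 on normal salt (standard error 0.12) and 0.29 on high salt (standard error 0.12), a difference of 0.52 (standard error 0.17, adjusted p = 0.808 from limma). The calcium-binding protein Calb1 of the distal tubule had DE values of 0.0534 and −0.0506 and a difference in log2 change of −0.45 (standard error 0.21, adjusted p = 0.816 from limma). The metallothionein Mt1f had DE values of 0.0378 and −0.0727 and the organic anion transporter Slco1a6 −0.0603 and 0.0434; both are named after their values were seen. Over all 36685 TranscriptClusterIDs, the lowest p values for the interaction included that of Gpm6a, a membrane glycoprotein, with a log2 change of −1.01 on normal salt (standard error 0.21) and 0.49 on high salt (standard error 0.21). The difference of its changes between the diets had a standard error of 0.29 and an adjusted p of 0.599 from limma. The chemokine receptor Cx3cr1 of macrophages had a difference of 0.61 (standard error 0.13) and the small GTPase Rhoq one of −0.68 (standard error 0.15), each with an adjusted p of 0.599 from limma. No difference of a single gene between the diets passed the test.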

**Table 2:** Partial list of annotated ΔF(signature) genes (complete list in S3 Table).

Rank	Gene	DE Value of fructose-specific, annotated genes	CDF (DE value)^2^ (%) of annotated CD ΔF(signature)	Annotation
1	Pck1 *+&	0.441	19%	Cytosolic Phosphoenolpyruvate Carboxykinase
2	G6pc *#&	0.341	31%	Glucose-6-phosphatase catalytic subunit
3	Gatm	0.248	37%	Mitochondrial L-Arginine-Glycine Amidinotransferase
4	Bhmt	0.175	40%	Betaine—Homocysteine S-Methyltransferase
5	Acsm3	0.173	43%	Mitochondrial Middle-Chain Acyl-CoA Synthetase
6	Slc25a10	0.168	46%	Mitochondrial Succinate Transporter
7	Miox	0.157	49%	Myo-Inositol Oxygenase
8	Aadat	0.155	51%	Mitochondrial Transaminase with broad substrate specificity
9	Klk1	0.151	53%	Glandular Kallikrein 1
10	Slc5a8	0.149	55%	Sodium-Coupled Monocarboxylate Transporter 1
17	Tkfc #	0.106	66%	Bifunctional ATP-Dependent Dihydroxyacetone Kinase/FAD-AMP
21	Slc2a5 +#	0.097	70%	Glucose/Fructose Transporter
22	Slc5a10 #	0.097	71%	Sodium-Glucose/Fructose Cotransporter 5, Sglt5
26	Khk +#	0.087	74%	Ketohexokinase of fructose to fructose-1-phosphate.
28	Hmgcs2 &	0.085	76%	Mitochondrial 3-Hydroxy-3-Methylglutaryl-CoA Synthase (ketogenesis)
44	Prss8 *	0.069	85%	Serine Protease 8 (Prostasin)
57	Slc13a2 *	0.058	90%	Renal Sodium-Dependent Dicarboxylate Transporter
93	Agtrap *	0.044	99%	Angiotensin II Receptor Associated Protein
94	Tmem50a *	0.044	99%	Transmembrane Protein 50A

* = genes identified as significant with all 3 analysis methods

+ = genes in GO terms "response to fructose" or "cellular response to fructose stimulus"

# = genes for enzymes/transporters of fructose metabolism

& = genes identified as significant in high-salt diet by qPCR using Actb as reference and 2-sided t-test.

For the normalized CD vectors, the square of a gene’s DE value can be regarded as its fractional contribution to overall differential expression. Analysis of the annotated fructose signature in this respect reveals that the top 34 ranked genes account for 80% of the differential expression in this set. Thus, it is likely that the subset of 34 genes represents the primary response to fructose (Table 2). 

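Pck1 alone held 17.4% of the sum of squared DE values over the 112 named genes of CD ΔF(signature), a larger set than the paper annotates. Pck1 and G6pc together held 27.6%. With Gatm the share was 33.1%, with RGD1560687 36.9% and with Bhmt 39.5%. Adding Acsm3 gave 42.1% and Slc25a10 44.7%. The leading 34 genes held 76.4%, down to Ctsl, and 41 genes, down to the lysosomal protease Ctsh, reached 80.4%. Rescaled to the signature alone, the DE value of Pck1 was 0.417, that of G6pc 0.320 and that of Gatm 0.233. In CD ΔF(NS), Pck1 contributed 2.51% of the whole vector, G6pc 1.09% and Gatm 1.26%. In CD ΔF(HS), the same genes contributed 4.67%, 3.71% and 0.904%.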

As shown in Fig 3, expression of 26 of these genes is predominantly or exclusively localized to the proximal tubule. The majority of the genes code for metabolic enzymes or transporters for metabolites as opposed to receptors, transcription factors, structural proteins, or secreted or degradative enzymes. 

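Averaged over both diets, genes of fructose use, gluconeogenesis and targets of the nuclear receptor PPAR-alpha were higher with fructose as groups. Of 15 measured PPAR-alpha targets, 14 had a positive change and 1 a negative one, with a median log2 change of 0.12, and 1 was higher when adjusted over the list alone (camera adjusted p = 0.00123, and adjusted p = 0.181 with an estimated correlation). Of 10 targets of ChREBP, the carbohydrate-responsive transcription factor, 8 had a positive change, with a median of 0.22, and 5 were higher when adjusted over the list alone (camera adjusted p = 0.00225, and adjusted p = 0.181 with an estimated correlation). Of 9 genes of fructose uptake and metabolism, 7 had a positive change, with a median of 0.20, and 4 were higher when adjusted over the list alone (camera adjusted p = 0.00583, and adjusted p = 0.181 with an estimated correlation). Of 12 genes of gluconeogenesis, 9 had a positive change, with a median of 0.05, and 3 were higher when adjusted over the list alone (camera adjusted p = 0.0436, and adjusted p = 0.342 with an estimated correlation). Averaged in the same way, markers of the S1 and S2 segments of the proximal tubule had a median of 0.06 (camera adjusted p = 0.0263, and adjusted p = 0.519 with an estimated correlation) and those of fibroblasts and smooth muscle one of −0.19 (camera adjusted p = 0.0066, and adjusted p = 0.342 with an estimated correlation). Pklr, the liver and kidney form of pyruvate kinase and a ChREBP target, had a log2 change of 1.03 averaged over the diets (standard error 0.25, adjusted p = 0.295 from limma). Gpd1, which links glycolysis to glycerolipid synthesis, had a change of 0.31 (standard error 0.10, adjusted p = 0.50 from limma). Among the genes with the lowest p, the peptide uroguanylin (Guca2b) had a change of 0.59 (standard error 0.12, adjusted p = 0.178 from limma) and Tm6sf2, a gene of lipid export, with 0.79 (standard error 0.14, adjusted p = 0.170). limma called 1 TranscriptClusterID for fructose averaged over the diets (2728 at an unadjusted p under 0.05, 1662 higher and 1066 lower), and from 0 to 4 when each rat was left out in turn. The call of gluconeogenesis was lost without rat 1, 3, 4, 5, 9, 11, 12, 13, 15 or 16, with an adjusted p of up to 0.18 without rat 13.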

The functions associated with these genes indicate a clear shift in the metabolic characteristics of the proximal nephron.

**Fig 3:**
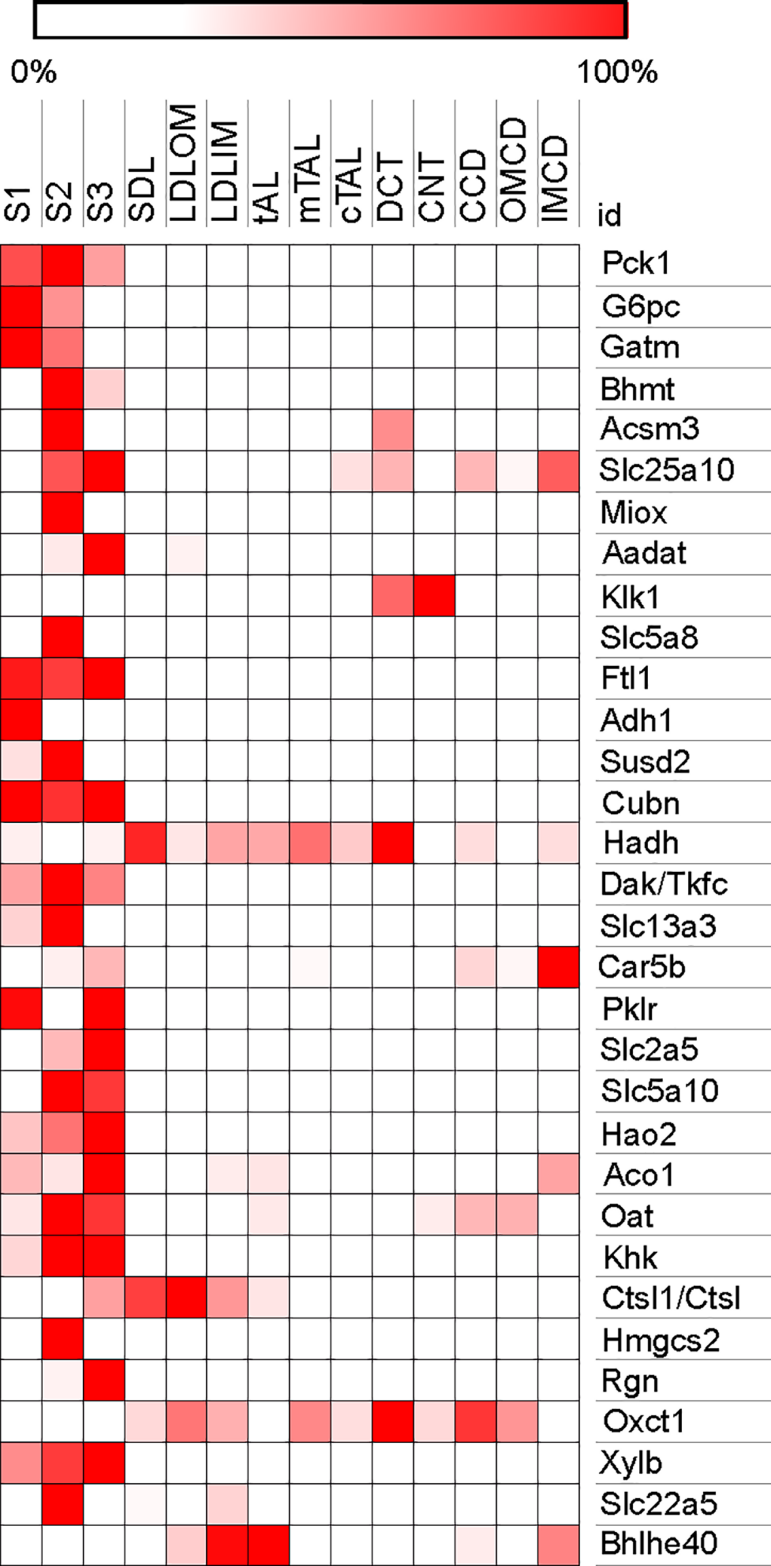
Distribution of expression of 32 of the top annotated fructose signature genes along the nephron. Expression data are from the database at https://hpcwebapps.cit.nih.gov/ESBL/Database/NephronRNAseq/All_transcripts.html [8]. Nephron segments: S1, S2, S3 = segment 1, 2, and 3 of proximal tubule, respectively; SDL = short descending limb of the loop of Henle; LDLOM and LDLIM = long descending limb of the loop of Henle in the outer and inner medulla, respectively; mTAL and cTAL = medullary and cortical segments of thick ascending limb, respectively; DCT = distal convoluted tubule; CNT = connecting tubule; CCD = cortical collecting duct; OMCD and IMCD = outer and inner medullary collecting duct, respectively. Attempts were made to map the top 34 genes of the fructose signature; whose DE represent 80% of the fructose signature DE. However, 2 genes are not present in the data base or have zero expression. The heat map was generated with Morpheus software https://software.broadinstitute.org/morpheus.

### Principal component analysis (PCA)

PCA analysis [27] was used to study whether the CD selected genes could differentiate among different dietary treatments. PCA analysis was carried out with the expression data of the top 200 genes identified from CD ΔF(common) and CD ΔS(common), generated in analogous manner. Fig 4 shows how the expression data from each animal project onto the first two principle components. The four different dietary treatment groups can clearly be distinguished as they occupy different areas on the plot. These data also demonstrate that fructose alone and salt alone have different effects on gene expression, and that there is a significant interaction between these two parameters.

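The principal component analysis used the 100 TranscriptClusterIDs of largest absolute value from each common vector, 186 after removing those present in both. High-salt rats lay at −10.4 to −5.37 on the PC1 axis and normal-salt rats at 1.59 to 11.3, so that the base diet, chow and salt together, separated all 16 rats. PC1 held 39.9% of the variance and PC2 14.6%. The mean silhouette width over the 4 dietary groups was 0.514, on a scale where 1 is complete separation. It was 0.266 for normal-salt rats on water, 0.301 for normal-salt rats given fructose, 0.624 for high-salt rats on water and 0.865 for high-salt rats given fructose. Rat 4, on normal salt and water, had a width of −0.248, closer to another group than to its own, and the other 15 rats had widths above 0. The TranscriptClusterIDs had been chosen by their difference between these groups. With the 200 TranscriptClusterIDs of largest variance, chosen without the groups, the mean width was −0.0424, and with the main set it was 0.177 without rat 11, 0.320 without rat 13 and 0.358 without rat 6.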

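Genes of the circadian clock were among the many that differed between the base diets, whose chows differ in more than salt. With high salt averaged over water and fructose, limma called 4863 TranscriptClusterIDs, 2381 higher and 2482 lower, of which 2662 are named. Per1, a repressor of the clock, rose by 1.81 (standard error 0.14, adjusted p = 3.77e-06 from limma) and its fellow repressor Ciart by 1.97 (standard error 0.17, adjusted p = 5.81e-06). The clock activators Bmal1 and Npas2 fell, with log2 changes of −2.45 (standard error 0.25, adjusted p = 2.84e-05) and −1.73 (standard error 0.17, adjusted p = 1.64e-05). In Per1, Ciart, Bmal1 and Npas2 the values of the 8 rats on high salt did not overlap with those of the 8 on normal salt. Of 16 measured clock genes, 9 rose and 4 fell when adjusted over the list alone, with a median of 0.55 (camera adjusted p = 0.0472, and adjusted p = 0.245 with an estimated correlation). Thra, a thyroid hormone receptor, fell by 0.94 on the log2 scale (standard error 0.07, adjusted p = 1.04e-06) and Tsc22d3, a glucocorticoid-induced gene, rose by 0.78 (standard error 0.08, adjusted p = 2.27e-05). Herpud1, which helps to clear misfolded proteins from the endoplasmic reticulum, rose by 0.94 (standard error 0.09, adjusted p = 1.85e-05). Of the 17 genes of endoplasmic reticulum stress, 7 rose and 2 fell with salt when adjusted over the list alone, with a median of 0.20 (camera adjusted p = 0.0472, and adjusted p = 0.771 with an estimated correlation). The chaperone Hspa5 rose by 0.46 with salt (standard error 0.09, adjusted p = 0.00363) and had a change of −0.31 with fructose on high salt (standard error 0.13, adjusted p = 0.477). limma called 1208 TranscriptClusterIDs for salt without fructose (484 higher and 724 lower) and 1968 for salt with fructose (1002 higher and 966 lower). The number without fructose was 562, 611, 645, 778 or 605 without rat 1, 3, 10, 11 or 12, and with fructose 869, 1088, 868, 1025, 1194 or 1211 without rat 5, 6, 8, 13, 14 or 15. The clock call was lost without rat 8, 11, 12, 13, 15 or 16 and the call of endoplasmic reticulum stress also without rat 1, 7 or 10, with adjusted p of up to 0.0761 and 0.0818.

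**Figure D3:**
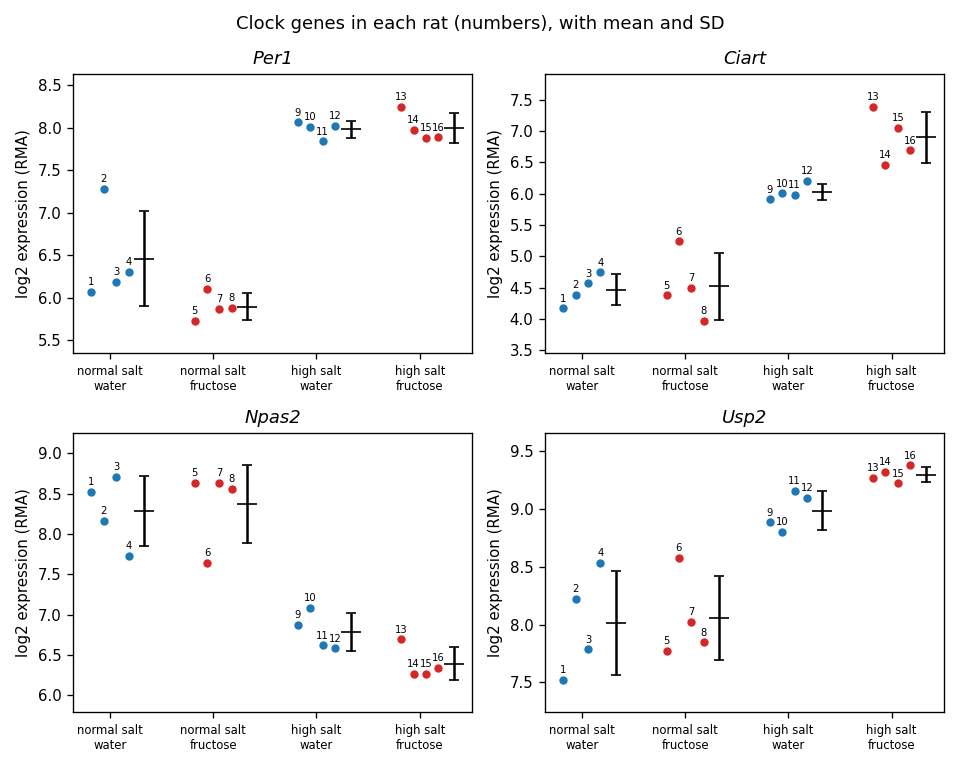
Log2 values of Per1, Ciart, Npas2 and Usp2 in each of the 16 rats by dietary group, with the group mean and SD. Per1 and Ciart are higher and Npas2 lower in the groups on high salt, by the log2 changes of 1.81, 1.97 and −1.73.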

**Fig 4:**
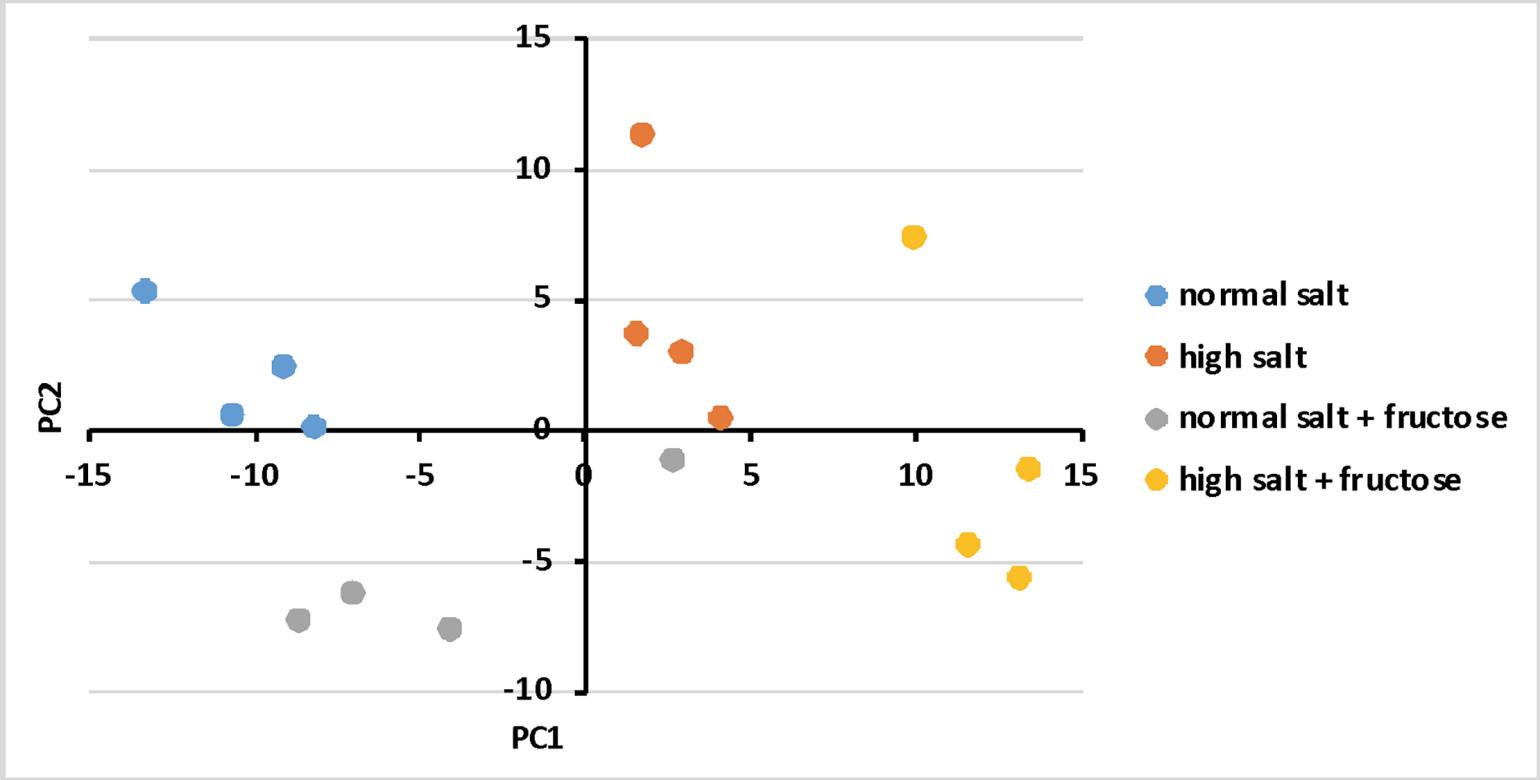
Principal component analysis (PCA) to distinguish among the 4 groups of animal treatments (±fructose on 2 different base diets). PCA analysis was carried out with the expression data of the 100 top fructose-specific plus 100 top diet-specific Affymetrix TranscriptClusterIDs, i.e., genes regardless of whether they are annotated or not.

### Cosine similarity and contribution to total DE

The fructose signature is a vector of genes and their quantitative relationships in terms of induced expression. Thus, we next checked whether the fructose signature is well represented in the fructose-induced CD vectors ΔF(NS) and ΔF(HS) by measures of cosine similarity and contribution to total differential expression. For this purpose, CD ΔF(NS) and CD ΔF(HS) vectors were sorted according to the ranking of CD ΔF(signature) and the cosine similarity calculated between truncated CD ΔF(NS) and CD ΔF(HS) vectors (Fig 5A upper curve, blue). Indeed, the similarity was very high with a cosine value of 0.97 for the top 3 genes of the fructose signature and remained > 0.78 when all 139 fructose signature genes were included. In contrast, the behavior is very different when unrelated CD vectors are compared. 

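The cosine between CD ΔF(NS) and CD ΔF(HS) was 0.968 over the leading 3 TranscriptClusterIDs of CD ΔF(signature), those of Pck1, G6pc and Gatm. It was 0.930 over the leading 5, which add 17809429 and RGD1560687. Over the leading 10 it was 0.898, over 20 it was 0.831, and over 34 it was 0.820. Over the leading 50 it was 0.797, over 100 it was 0.794 and over all 148 it was 0.787. The TranscriptClusterIDs of the signature were chosen by having the same direction in both vectors, so every term of the sum is positive. Over all 36685 TranscriptClusterIDs the cosine was 0.158. That value was −0.0129 without rat 16, 0.101 without rat 2 and 0.0413 when log2 values entered the CD.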

For this purpose, the expression data were analyzed by CD for the effect of diet (high versus normal salt) and two gene vectors generated termed CD ΔS(-F) and CD ΔS(+F) in absence and presence of fructose, respectively (Fig 1A and Methods). 

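Pck1 had positive DE values with salt as well as with fructose. Its DE value was 0.149 in CD ΔS(-F), at rank 2, and 0.185 in CD ΔS(+F), also at rank 2. On the log2 scale Pck1 was 11.74 ± 0.35 (SD, n = 4 rats) on normal salt with water and 12.76 ± 0.08 on high salt with water, and with salt averaged over water and fructose it rose by 0.92 (standard error 0.11, adjusted p = 0.000154 from limma). G6pc had DE values near 0 with salt, −0.0178 in CD ΔS(-F) and −0.00115 in CD ΔS(+F). The cosine between CD ΔS(-F) and CD ΔF(HS) was 0.652 over the leading 3 TranscriptClusterIDs of the signature, 0.406 over 5 and 0.266 over 10. It was 0.0609 over 34 and 0.117 over all 148. CD ΔS(-F) and CD ΔF(HS) both use the 4 high-salt rats on water, with opposite signs. In simulated data without any effect of salt or fructose, this sharing alone gave a median cosine of −0.130 over the signature, with values from −0.751 to 0.617. The measured 0.117 lies within that range.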

Comparison between CD ΔS(-F) (effect of high-salt diet in the absence of fructose) and CD ΔF(HS) (effect of fructose with a high-salt diet), sorted also according to CD ΔF(signature), demonstrated dissimilarity with the exception of a single gene (Pck1) (Fig 5A, lower curve; orange). Pck1 is highly ranked in all 4 primary vectors (DE values of 0.22, 0.16, 0.19, and 0.16 for ΔF(HS), ΔF(NS), ΔF(+F), and ΔS(-F), respectively). Comparison of other combinations of vectors yielded cosine similarities in between the 2 curves of ΔF(NS) vs ΔF(HS) and ΔS(-F) vs ΔF(HS).

**Fig 5:**
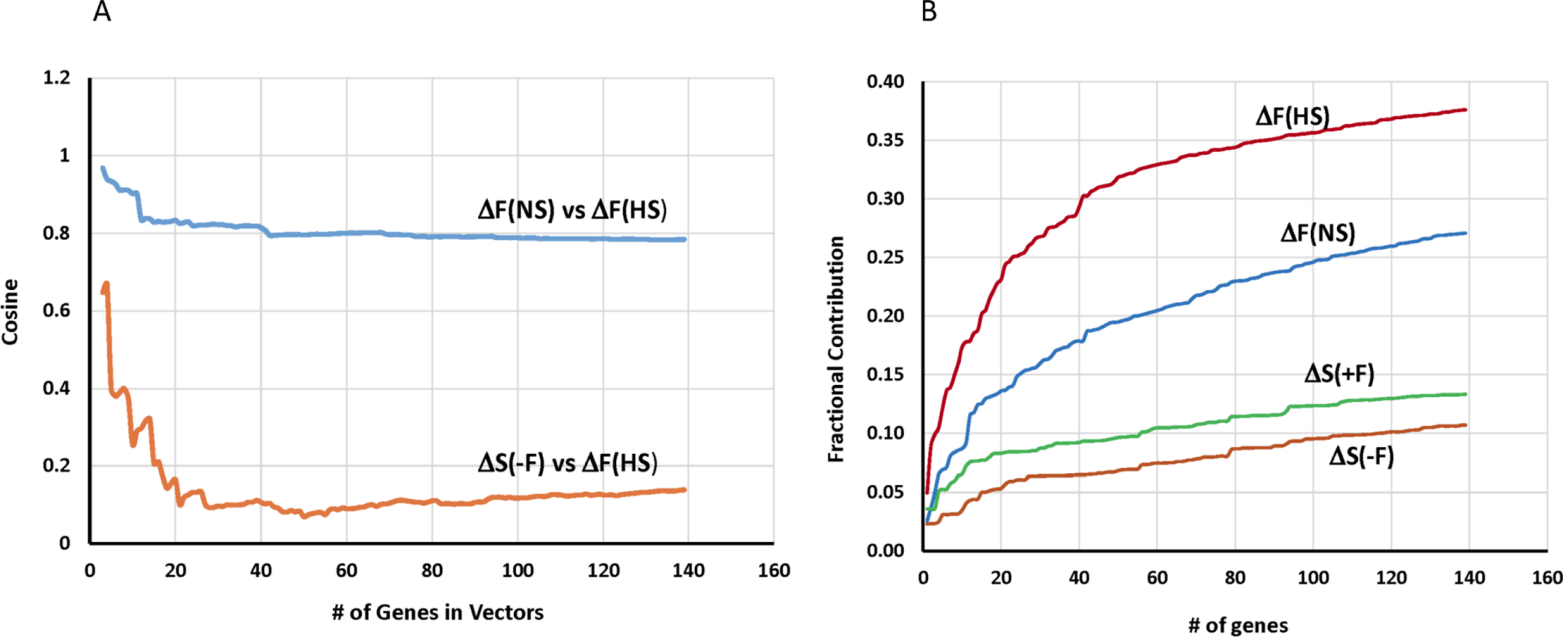
Similarity and importance of the fructose signature in CD ΔF(NS), ΔF(HS), ΔF(-F) and ΔF(+F). A) To compare similarity, vectors of just the fructose signature genes were extracted from CD ΔF(NS), ΔF(HS), ΔS(-F), and ΔS(+F) and the cosine of the angle between pairs of truncated vectors calculated. Truncation retains the top most genes sorted according to ΔF(signature) with the number of genes in the truncated vectors as indicated on the abscissa. A minimal, meaningful number of genes for comparison is 3, yielding the cosine of the angle between 2 vectors in 3D-space. The upper curve shows ΔF(NS) versus ΔF(HS) and the lower one ΔS(-F) versus ΔF(HS). B) Contributions of fructose signature genes to total differential expression in the different CD vectors. The fractional contribution to differential expression is calculated as the sum of the squared DE values (or (vector length)^2^) of the truncated CD vectors, sorted and truncated as in A.

To assess significance of these cosine values, cosine similarity was calculated between ΔF(NS) and 100 random null vectors generated as described in the Methods section. These cosine values ranged from -0.25 to +0.25 with a peak around 0, as expected for null vectors (S2 Fig). Thus, the observed high cosine values between 0.97 and 0.78 (Fig 5A) for the signature genes in ΔF(NS) vs. ΔF(HS) comparison indicate significant similarities in the response of gene programs to fructose on both base diets.

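Null vectors, computed from pairs of the 8 normal-salt rats after correction for the mean of each group, had cosines with CD ΔF(NS) from −0.331 to 0.315 over the TranscriptClusterIDs of the signature. The cosine of 0.787 between CD ΔF(NS) and CD ΔF(HS) lay outside that range. Pck1, G6pc and Gatm lead the TranscriptClusterIDs over which it was taken. The signature was chosen on CD ΔF(NS) and CD ΔF(HS) and not on the null vectors. In simulated data in which no gene changed, the whole procedure gave a signature of 7 TranscriptClusterIDs with a cosine of 0.941. That signature is far smaller than the measured 148. Over the leading 5 and 10 TranscriptClusterIDs of the measured signature the cosine was 0.930 and 0.898. The simulated value is therefore not directly comparable with 0.787. From the high cosine of the signature genes, set against the cosines of the null vectors, the paper reasons that gene programs respond to fructose in similar ways on both base diets.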

Another parameter of interest is the extent of the contribution of the fructose signature genes to total differential expression, based on the squared DE value. Fig 5B shows cumulative distribution functions of fractional contributions as a function of fractional gene rank for all 4 CD vectors sorted in same descending order as the signature genes. 

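G6pc and Pck1 contributed more to CD ΔF(HS) than to CD ΔF(NS), and so did the signature as a whole. The 148 TranscriptClusterIDs of the signature held 26.6% of the sum of squared DE values of CD ΔF(NS) and 36.6% of that of CD ΔF(HS), while making up 0.403% of all TranscriptClusterIDs. Aadat contributed 2.25% to CD ΔF(NS) and 0.0847% to CD ΔF(HS), and Cubn 0.693% and 0.0752%. In the other direction, Miox contributed 0.192% to CD ΔF(NS) and 0.995% to CD ΔF(HS), and Ctsl 0.0228% and 0.687%. Without rat 16 the signature held 1.79% and 4.45% of the vectors, without rat 2 14.3% and 15.1%, and without rat 9 15.0% and 18.2%. With log2 values it held 3.27% and 3.24%, and with TranscriptClusterIDs of 1 gene symbol alone its share of CD ΔF(NS) was 43.2%.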

For the fructose-induced vectors ΔF(HS) and ΔF(NS), the contributions of the 139 signature genes account for 38% and 27%, respectively, of total DE. Interestingly, the signature genes are also represented in the base diet-induced vectors ΔS(-F) and ΔS(+F) with 11% and 13%, respectively. This means that the high-salt diet affects many of the same genes as fructose, but obviously not necessarily in the same direction or magnitude as judged from the cosine similarity of ΔS(-F) vs ΔF(HS) in Fig 5A.

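Genes of the signature changed with salt in both directions. Agtrap, which encodes a protein that binds the angiotensin II receptor, rose by 0.50 with salt averaged over water and fructose (standard error 0.08, adjusted p = 0.0009 from limma). Slc25a10 rose by 0.30 (standard error 0.07, adjusted p = 0.00978). Of the 139 TranscriptClusterIDs of S3 Table, 10 were higher and 18 lower with salt at an adjusted p under 0.05 over all 36685; the study chose the list on these samples. The signature held 10.8% of the sum of squared DE values of CD ΔS(-F) and 13.4% of that of CD ΔS(+F). Miox contributed 0.393% to CD ΔS(+F) with a DE value of −0.0627. Over the signature, the cosine of CD ΔS(-F) with CD ΔF(NS) was 0.397, that of CD ΔS(+F) with CD ΔF(NS) 0.456 and that of CD ΔS(+F) with CD ΔF(HS) 0.551. Each of these pairs shares a group of 4 rats, which in simulated data without effects gave median cosines of 0.152, −0.152 and 0.140. The simulated values ran from −0.423 to 0.780, from −0.967 to 0.449 and from −0.873 to 0.602. The measured 0.397 and 0.551 lie within their ranges and 0.456 just above its own, so the shared rats alone may account for the first and the last.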

### Comparison of CD with univariate models and qPCR

We next compared the fructose effects found by the CD method to those from two widely used univariate models, ANOVA and BAMarray, the software implementation of BAM [20] (Fig 1B, lower arrows). Table 1 provides a comparison of the number of fructose-induced genes con a single diet and fructose-specific genes common to both base diets identified by all 3 analysis methods as well as the ones common to different methods, with p ≤0.05 for ANOVA and |Zcut| > 2.4 for BAMarray. The order of magnitude of identified genes on a single diet was similar with all 3 methods, but provides little insight because < 10% are common to normal- and high-salt diets in any of the methods. This is a well recognized problem, as illlustrated by the fact that with ANOVA none of the fructose-induced genes on a single diet reached significance after adjusting for multiple comparisons.

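With the methods' ANOVA, 0 TranscriptClusterIDs passed after adjustment on either diet, with a lowest adjusted p of 0.722 on normal and 0.398 on high salt. At an unadjusted p under 0.05, 1887 passed on the normal-salt diet, 916 higher and 971 lower, and 2828 on the high-salt diet, 1692 higher and 1136 lower. The unadjusted p of Gatm was 0.0194 on normal and 0.596 on high salt, and that of Bhmt 0.0504 and 0.00398. Abat, a mitochondrial transaminase that degrades GABA, had 0.00674 and 0.0440. The ketone body transferase Oxct1 had 0.0444 and 0.00976, and the matrix protein Dpt 0.0281 and 0.0106.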

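Pck1, Slc13a2, Agtrap, Tmem50a, Prss8, Slc25a10, Abat, Dpt, Oxct1 and Adgrg1 are among the genes of CD ΔF(signature) that also passed the methods' ANOVA at an unadjusted p under 0.05 on both diets with the same direction. Pck1 had an unadjusted p of 0.0341 on normal and 0.0051 on high salt, and the dicarboxylate transporter Slc13a2 one of 0.00951 and 0.00329. Tmem50a, a membrane protein, had 0.0241 and 0.00344, and Prss8, a protease that activates the epithelial sodium channel, 0.0054 and 0.00599. G6pc had 0.0129 on normal and 0.0912 on high salt. With limma, the log2 change of Tmem50a was −0.23 on normal salt (standard error 0.09, adjusted p = 1.00) and −0.38 on high salt (standard error 0.09, adjusted p = 0.240). Prss8 had 0.18 (standard error 0.07, adjusted p = 1.00) and 0.12 (standard error 0.07, adjusted p = 0.608). On both diets with the same direction, 122 TranscriptClusterIDs passed the methods' ANOVA unadjusted, 68 higher and 54 lower, of which 83 are named. If the diets were independent, 72.7 would be shared in the same direction, and 45 were shared in opposite directions. Without rat 6 the number was 70.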

Only six fructose-specific genes were identified by all three analysis methods and are mapped onto the CD ΔF(signature) in Table 2 (marked by “*”). Interestingly, 2 of these are the most highly ranked genes (Pck1 and G6pc), while the other 4 are ranked below 40. Thus, many highly ranked genes of CD ΔF(signature) in between were not identified by the univariate methods.

qPCR is widely used in conventional transcriptome analyses by univariate methods to confirm the differential expression of identified genes. Therefore, expression by qPCR was determined for five of the common significant genes, Hmgcs2, and reference/control genes (Gapdh, Actb, Lpr2). The selection was made to check both very high ranking (Pck1, G6pc with ranks 1 and 2) and very low ranking (Slc13a2, Agtrap, Tmem50a with ranks 57,93, and 94) common significant genes as well as one identified only by CD with intermediate ranking (Hmgcs2 with rank 28). Overall, the precision of qPCR in identifying differentially expressed genes was only significant when Actb was used as a reference but not Gapdh (S5 Table) and revealed as a positive correlation between microarray and qPCR data (S3A and S3B Fig). 

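On the arrays, Pck1 relative to Actb differed by 0.57 with fructose on normal salt (standard error 0.23, two-sided exact permutation test, p = 0.0857) and by 0.28 on high salt (standard error 0.12, exact p = 0.0857), where the paper's qPCR values on the log2 scale are 0.0788 and 1.66. G6pc relative to Actb differed by 0.39 on normal salt (standard error 0.11, p = 0.0286 from the same exact test, the smallest that 4 rats against 4 allow) and by 0.47 on high salt (standard error 0.29, exact p = 0.171), where the paper's qPCR values are −0.24 and 1.31. Slc13a2 relative to Actb differed by 0.35 (exact p = 0.0571) and 0.58 (exact p = 0.0286), with qPCR values of the paper of 0.274 and 0.218. Array and qPCR had the same sign for 4 of 8 genes on normal salt and 5 of 8 on high salt, the reference or control genes Gapdh and Lrp2 included. Where the signs differed, the paper's t-test of the qPCR gave p from 0.0872 (Gapdh, high salt) to 0.877 (Agtrap, normal salt). The qPCR therefore does not settle the sign of those genes. On high salt Pck1 and G6pc had the same sign, with p of 0.0113 and 0.0232 from that t-test.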

The qPCR data showed statistical significance for Hmgcs2 for both base diets and for Pck1 and G6pc with the high-salt diet.

### Gene Ontology (GO) enrichment

To assess consistency of the results with prior knowledge, the annotated genes of CD ΔF(signature) and the fructose-specific univariate gene lists were analyzed with the recently updated DAVID 6.8 bioinformatic resource [28] (https://david.ncifcrf.gov/) in terms of enrichment for GO terms from “Biological Process” and mitochondrial “Cellular Component” (Table 3). The mitochondrial terms were included because mitochondrial metabolism plays a key part in changes of cellular metabolism and we previously reported enhanced respiration in response to angiotensin II in fructose-fed rats [11]. The terms “response to nutrient”, “cellular response to fructose stimulus”, and “response to fructose” were significantly enriched (genes marked by “+” in Table 2). Furthermore, 11 of the 13 significantly enriched processes are concerned with responses to nutrients or metabolism.

**Table 3:** Enrichment of GO terms for CD ΔF(signature) from DAVID (v. 6.8).

GO:biological process	Identified Genes	Fold Enrichment	EASE score (modified Fisher exact p-value)	Benjamini p-value	FDR
**0007584~response to nutrient**	**CUBN, GATM, HMGCS2, OXCT1, PKLR, KLK1**	**23**	**4.60E-06**	**0.001**	**6.09E-05**
**0046835~carbohydrate phosphorylation**	**KHK, TKFC, XYLB**	**66**	**0.001**	**0.115**	**0.011**
**0032868~response to insulin**	**KHK, HMGCS2, HADH, PCK1**	**20**	**0.001**	**0.087**	**0.013**
**0071422~succinate transmembrane transport**	**SLC25A10, SLC13A3**	**354**	**0.005**	**0.320**	**0.070**
**0015744~succinate transport**	**SLC25A10, SLC13A3**	**354**	**0.005**	**0.320**	**0.070**
**0055085~transmembrane transport**	**SLC5A8, SLC13A3, SLC22A5, SLC5A10**	**10**	**0.007**	**0.342**	**0.094**
**0071332~cellular response to fructose stimulus**	**SLC2A5, PCK1**	**213**	**0.009**	**0.349**	**0.114**
**0014823~response to activity**	**OXCT1, HADH, PCK1**	**17**	**0.012**	**0.390**	**0.150**
**0009749~response to glucose**	**KHK, CTSL, PKLR**	**15**	**0.016**	**0.433**	**0.192**
**0032869~cellular response to insulin stimulus**	**HMGCS2, PKLR, PCK1**	**13**	**0.021**	**0.487**	**0.246**
**0009750~response to fructose**	**KHK, SLC2A5**	**89**	**0.022**	**0.461**	**0.252**
**0001889~liver development**	**HMGCS2, ACO1, RGN**	**11**	**0.029**	**0.525**	**0.319**
**0006880~intracellular sequestering of iron ion**	**FTL1L1, FTL1**	**59**	**0.032**	**0.538**	**0.353**
**GO:cellular constituents (relevant to metabolism)**					
**0005739~mitochondrion #**	**Gatm, Acsm3, Slc25a10, Adh1, Hadh, Car5b, Hmgcs2, Aadat, Oat, Oxct1**	**3.5**	**0.001**	**3.75E-04**	**0.014**

# corrected for incorrect inclusion/exclusion of genes in GO term, fold-enrichment, p-values etc

A similar analysis for the gene lists of univariate ANOVA or BAM yields less support for fructose-induced metabolic processes. For example, GO:terms of “response to nutrients” or “response to fructose” are not enriched (see S6 Table for GO:Biological Process and S7 Table for GO:Cellular Component:mitochondrion).

## Discussion

We report here for the first time a transcriptome signature induced by dietary fructose in a mammalian kidney. This CD ΔF(signature) consists of a vector of 139 genes characterized by a quantitative relationship of DE values among them. Several different physiological and methodological aspects of the research approach and analysis protocols are important for success in this project: 1) metabolism of fructose by the proximal renal nephron; 2) design considerations for dietary experiments; and 3) greater power of the multivariate CD method to extract DE genes in spite of high baseline variance as compared to univariate analysis methods and to generate quantitative DE gene vectors; and. 4) a new cut-off algorithm called rank/deviation to select significant genes with the CD method.

Experimental validation of the results is based on consistency with prior knowledge of metabolism, in particular renal one, and internal consistency based on several tests discussed below in detail.

### Effect of dietary fructose on proximal tubule metabolism

Expression changes were measured in superficial renal cortex samples on the assumption that the data reflect effects in the proximal tubule. Superficial cortex as proxy is justified because proximal tubules comprise most of the mass, and fructose metabolizing enzymes are present only in this segment [7–9]. It has the advantage of rapid sample processing, thereby avoiding in-vitro, post-mortem changes of mRNA. Furthermore, the bulk of the most important identified DE genes were proximal tubule-specific (Fig 3) indicating that the fructose-induced genomic effects occur indeed mainly in the proximal tubule under our experimental conditions. 

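Markers of the S3 segment of the proximal tubule did not pass as a list in any contrast. Those of the S1 and S2 segments, and proximal tubule transporters, were higher with fructose on the normal-salt diet as groups. All 9 measured markers of the S1 and S2 segments had a positive change there, with a median of 0.17 (camera adjusted p = 0.000176, and adjusted p = 0.311 with an estimated correlation), and so had 16 of 21 proximal tubule transporters, with a median of 0.14 (camera adjusted p = 0.000489, and adjusted p = 0.311 with an estimated correlation). Slc34a1, the phosphate transporter of the proximal tubule, had a log2 change of 0.16 (standard error 0.08, adjusted p = 1.00 from limma). On the high-salt diet neither list passed (camera adjusted p = 0.920 for the S1 and S2 markers and 0.811 for the transporters). For the difference between the diets, the S1 and S2 markers had a median of −0.20 and the transporters also −0.20 (camera adjusted p = 0.0293 for each, and adjusted p = 0.600 with an estimated correlation). Markers of the distal convoluted and connecting tubule had a median of −0.16 with fructose on high salt, 5 of 6 below 0 (camera adjusted p = 0.0481, and adjusted p = 0.532 with an estimated correlation). Averaged over the diets, the S1 and S2 markers had a median of 0.06, with 2 higher when adjusted over the list alone (camera adjusted p = 0.0263, and adjusted p = 0.519 with an estimated correlation), and the markers of fibroblasts and smooth muscle one of −0.19, with 2 lower (camera adjusted p = 0.0066, and adjusted p = 0.342 with an estimated correlation). For the difference between the diets, the call of the S1 and S2 markers was lost without rat 2, 3, 9, 10, 12 or 14 and that of the transporters without rat 2, 5, 7, 9, 10, 12 or 14, with adjusted p of up to 0.441 and 0.225, and both when dim TranscriptClusterIDs were left out, with 0.110 and 0.152. The averaged call of the S1 and S2 markers was lost without rat 11, 13, 15 or 16, and the call of the distal markers on high salt without rat 9, 10, 12 or 15 and without dim TranscriptClusterIDs.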

While some of the genes, such as mitochondrial Slc25a10, Prss8, or Agtrap are expressed in multiple segments, differential expression may only represent proximal nephron effects, primarily because that is where fructose metabolism occurs.

Metabolic studies have provided considerable knowledge about changes under conditions of food abundance and starvation as well as in response to a fructose diet at times of food abundance, although much more for liver than proximal tubule. In terms of overall body metabolism, the liver and proximal tubule share many features as they both provide fuel for other tissues depending on nutritional state and type of diet. For example, they share the capacity for gluconeogenesis, lipogenesis, ketogenesis, and fructose metabolism via fructose-1-phosphate [29, 30]. The knowledge that proximal tubules metabolize fructose via fructose-1-phosphorylation has been used previously to link fructose-dependent renal damage to local fructose metabolism; inhibition or deletion of the enzyme ketohexokinase, which catalyzes fructose-1-phosphorylation, was shown to protect animals and humans from renal damage caused by fructose [31–34].

Consistency of our results with prior knowledge was evaluated through Gene Ontology enrichment (DAVID) of biological processes and mitochondrial association, and literature on metabolism. Of the 95 annotated genes recognized by DAVID (2 Affymetrix annotated genes were not recognized) 24 were enriched in processes related to metabolism in general or specifically to fructose (Table 3). The 24 genes were in the top 34 of the annotated fructose signature. This is a remarkable enrichment given that the database for DAVID has been derived predominantly from non-proximal tubule tissues, and reflects mainly knowledge derived from metabolism in liver and other non-renal tissues.

Gene enrichment analysis is informative for processes where overall rates depend on contributions from many steps, but not for those characterized by rate limiting enzymes. 

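G6pc and Pck1 had positive changes with fructose on both diets. On the log2 scale Pck1 was 12.34 ± 0.25 (SD, n = 4 rats) with fructose on normal salt, a change of 0.59 (standard error 0.16, adjusted p = 1.00 from limma), and 13.15 ± 0.16 with fructose on high salt, a change of 0.39 (standard error 0.16, adjusted p = 0.469). G6pc was 11.66 ± 0.11 (SD, n = 4 rats) with water and 12.08 ± 0.21 with fructose on normal salt, a change of 0.42 (standard error 0.20, adjusted p = 1.00 from limma). On high salt G6pc was 11.53 ± 0.37 with water and 12.11 ± 0.44 with fructose, a change of 0.58 (standard error 0.20, adjusted p = 0.409 from limma). Averaged over the diets, the change was 0.49 for Pck1 (standard error 0.11, adjusted p = 0.243 from limma) and 0.50 for G6pc (standard error 0.14, adjusted p = 0.433). Pc, the pyruvate carboxylase that feeds gluconeogenesis in mitochondria, had a change of 0.29 (standard error 0.09, adjusted p = 0.481). Of the 12 genes of gluconeogenesis, 10 had a positive change on normal salt, with a median of 0.09 and 1 higher when adjusted over the list alone (camera adjusted p = 0.00943, and adjusted p = 0.311 with an estimated correlation), and on high salt the list did not pass (camera adjusted p = 0.474). Markers of the S1 and S2 segments of the proximal tubule had a median of 0.17 on normal salt (camera adjusted p = 0.000176, and adjusted p = 0.311 with an estimated correlation), those of fibroblasts and smooth muscle one of −0.27 and those of macrophages and antigen presentation one of −0.21 (camera adjusted p = 0.000321 and 0.000682, and adjusted p = 0.311 for each with an estimated correlation).

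**Figure D4:**
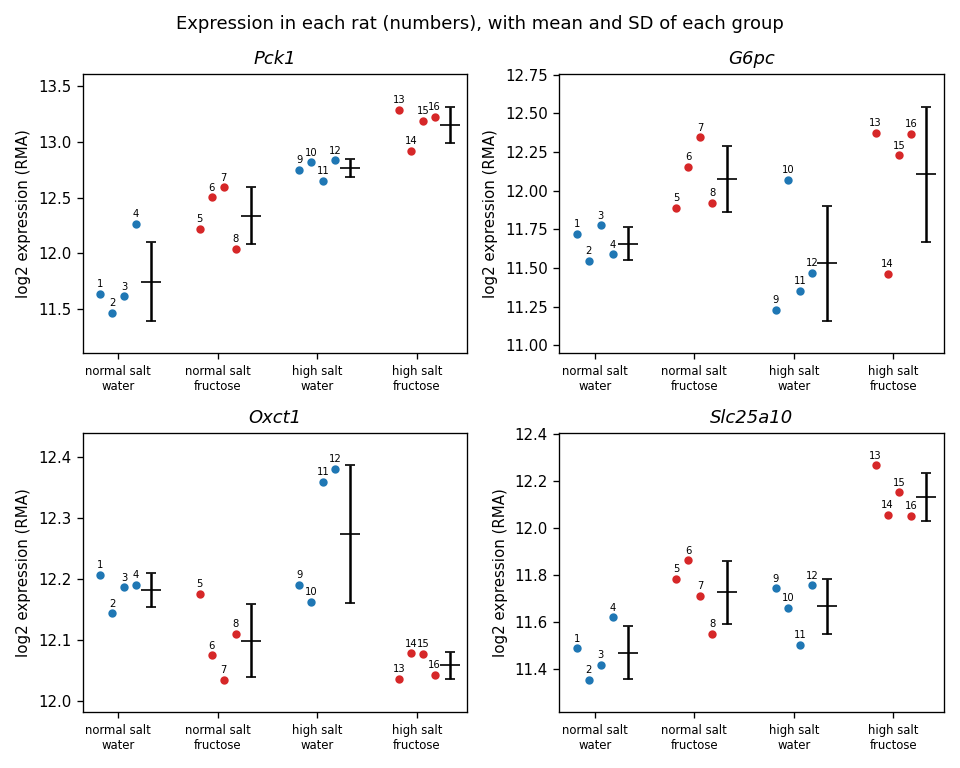
Log2 values of Pck1, G6pc, Oxct1 and Slc25a10 in each of the 16 rats by dietary group, with the group mean and SD. The mean of Pck1 increases from 11.74 on normal salt with water to 13.15 on high salt with fructose, and that of G6pc is higher with fructose on each diet.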

Interestingly, the 2 top ranked DE genes are Pck1 and G6pc, which encode the cytosolic enzymes phospho-enolpyruvate carboxykinase and glucose-6-phosphatase, respectively, are key enzymes that catalyze irreversible steps in glycero- and gluconeogenesis [35]. Glyceroneogenesis, in turn, is key to de-novo triglyceride synthesis [36, 37], i.e., lipogenesis. Other genes in the ΔF(signature) have also been associated with lipogenesis (Slc15a10 and Aco1 [38–40]). Thus, the most important metabolic processes influenced by fructose appear to be gluconeogenesis and lipogenesis. This conclusion is in line with the known metabolic capacities of the proximal tubule.

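Of the 15 PPAR-alpha targets, 11 had a positive change with fructose on normal salt, with a median of 0.15 (camera adjusted p = 0.0185, and adjusted p = 0.326 with an estimated correlation), and 14 on high salt, also with a median of 0.15 (camera adjusted p = 0.0266, and adjusted p = 0.365 with an estimated correlation). Markers of the S1 and S2 segments of the proximal tubule had a median of 0.17 on normal salt (camera adjusted p = 0.000176, and adjusted p = 0.311 with an estimated correlation). Vnn1, a pantetheinase and PPAR-alpha target, had a log2 change of 0.55 averaged over the diets (standard error 0.21, adjusted p = 0.570 from limma). Genes of ketone body metabolism did not pass as a list (camera adjusted p = 0.474 on high salt and 0.608 averaged). Of these, Bdh1, the 3-hydroxybutyrate dehydrogenase, had a change of −0.64 on high salt (standard error 0.26, adjusted p = 0.451 from limma). Oxct1, which activates acetoacetate for use, had −0.21 on high salt (standard error 0.08, adjusted p = 0.410). The call of the PPAR-alpha targets was lost on normal salt without rat 1, 6 or 7 and on high salt without rat 10, 12, 13 or 15, with adjusted p of up to 0.114 and 0.183.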

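Genes of oxidative phosphorylation were lower with fructose on the high-salt diet as a group. Of 23 measured ones, 21 had a negative change, with a median of −0.12 (camera adjusted p = 2.02e-05, and adjusted p = 0.353 with an estimated correlation). Genes of the tricarboxylic acid cycle were also lower there, 15 of 20 with a negative change and a median of −0.08, although 1 was higher when adjusted over the list alone (camera adjusted p = 0.0344, and adjusted p = 0.532 with an estimated correlation). For oxidative phosphorylation the difference between the diets had a median of −0.10, with 19 of 23 genes below 0 (camera adjusted p = 0.00576, and adjusted p = 0.600 with an estimated correlation). Averaged over the diets, oxidative phosphorylation had a median of −0.06, with 20 of 23 genes below 0 (camera adjusted p = 0.00052, and adjusted p = 0.347 with an estimated correlation). Neither the tricarboxylic acid cycle (camera adjusted p = 0.206) nor fatty acid oxidation (camera adjusted p = 0.207) passed there. Idh3a, a subunit of the isocitrate dehydrogenase of that cycle, had a log2 change of −0.22 with fructose on high salt (standard error 0.11, adjusted p = 0.532 from limma). The tricarboxylic acid cycle call on high salt was lost without rat 9, 10, 12, 14 or 15, with an adjusted p of up to 0.297, and when dim TranscriptClusterIDs were left out, with 0.194. The difference of oxidative phosphorylation between the diets was lost without rat 4 or 14, with an adjusted p of up to 0.116, and without dim TranscriptClusterIDs, with 0.0520.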

A change of metabolism towards gluconeogenesis and lipogenesis is further supported by the many mitochondrial genes whose expression changes (S7 Table). Mitochondrial tricarboxylic acid metabolism plays a particular role in glycero- and gluconeogenesis from amino acids. Under conditions of excess amino acid degradation relative to oxidative energy needs, excess tricarboxylic acid cycle metabolites are transported into the cytosol for conversion to glycerol, glucose, and fatty acids. This process has been termed cataplerosis [41–43] and has been investigated at the flux, but not the transcriptome level. Fructose-induced cataplerosis is suggested by the increased levels of Gatm and Slc25a10, coding for mitochondrial transamidinase and dicarboxylic acid transporter, respectively. 

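Gatm was 12.49 ± 0.13 (SD, n = 4 rats) with water and 12.74 ± 0.09 with fructose on normal salt, a log2 change of 0.25 (standard error 0.13, adjusted p = 1.00 from limma). On high salt Gatm was 12.57 ± 0.12 with water and 12.67 ± 0.32 with fructose, a change of 0.09 (standard error 0.13, adjusted p = 0.856 from limma). Slc25a10 was 11.47 ± 0.11 (SD, n = 4 rats) with water and 11.73 ± 0.13 with fructose on normal salt, a change of 0.26 (standard error 0.10, adjusted p = 1.00 from limma). On high salt it was 11.67 ± 0.12 with water and 12.13 ± 0.10 with fructose, a change of 0.46 (standard error 0.10, adjusted p = 0.142 from limma). Of 22 genes of amino acid degradation, 15 had a negative change averaged over the diets, with a median of −0.10, and 1 was higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.0372, and adjusted p = 0.347 with an estimated correlation). Bhmt, with 0.63 (standard error 0.12, adjusted p = 0.170 from limma), went the other way. The change of Gatm on high salt was 0.25 without rat 14 and 0.03 without rat 13. The call of amino acid degradation was lost without any 1 of 9 rats, with an adjusted p of up to 0.129, and without dim TranscriptClusterIDs, with 0.0872.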

Excess mitochondrial fuel is further suggested by increases in Hmgcs2 which codes for a mitochondrial enzyme considered rate limiting for ketogenesis [44].

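Slc2a5, the fructose transporter GLUT5, was 8.36 ± 0.65 (SD, n = 4 rats) with water and 9.49 ± 1.16 with fructose on normal salt, and 8.29 ± 0.70 and 9.64 ± 0.78 on high salt. Its log2 change was 1.13 on normal salt (standard error 0.53, adjusted p = 1.00 from limma) and 1.35 on high salt (standard error 0.53, adjusted p = 0.450). Slc5a10, the sodium-coupled transporter SGLT5, had changes of 0.75 (standard error 0.47, adjusted p = 1.00 from limma) and 1.73 (standard error 0.47, adjusted p = 0.283). Khk, which phosphorylates fructose, had 0.30 (standard error 0.15, adjusted p = 1.00 from limma) and 0.35 (standard error 0.15, adjusted p = 0.491). Tkfc, which phosphorylates glyceraldehyde, had 0.33 (standard error 0.20, adjusted p = 1.00 from limma) and 0.56 (standard error 0.20, adjusted p = 0.410). Of the 9 genes of fructose uptake and metabolism, 8 had a positive change on normal salt, with a median of 0.28 (camera adjusted p = 0.00943, and adjusted p = 0.311 with an estimated correlation), and on high salt the list did not pass (camera adjusted p = 0.114). Markers of the S1 and S2 segments of the proximal tubule had a median of 0.17 on normal salt (camera adjusted p = 0.000176, and adjusted p = 0.311 with an estimated correlation). The 10 ChREBP targets had a median of 0.19 on normal salt, 7 above 0 (camera adjusted p = 0.0257, and adjusted p = 0.311 with an estimated correlation), and 0.21 on high salt, 8 above 0 and 3 higher when adjusted over the list alone (camera adjusted p = 0.0266, and adjusted p = 0.327 with an estimated correlation). Rat 7 was the highest of its group for all 4 genes, with 11.19 for Slc2a5, 10.55 for Slc5a10, 11.35 for Khk and 11.48 for Tkfc, and so was rat 14, with 10.79, 10.90, 11.38 and 11.46. Without rat 7 the changes on normal salt were 0.57, 0.27, 0.10 and 0.07, and the calls of both lists there were lost, with an adjusted p of 0.258; the ChREBP call was also lost there without rat 3 or 4 and on high salt without rat 9, 12 or 16.

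**Figure D5:**
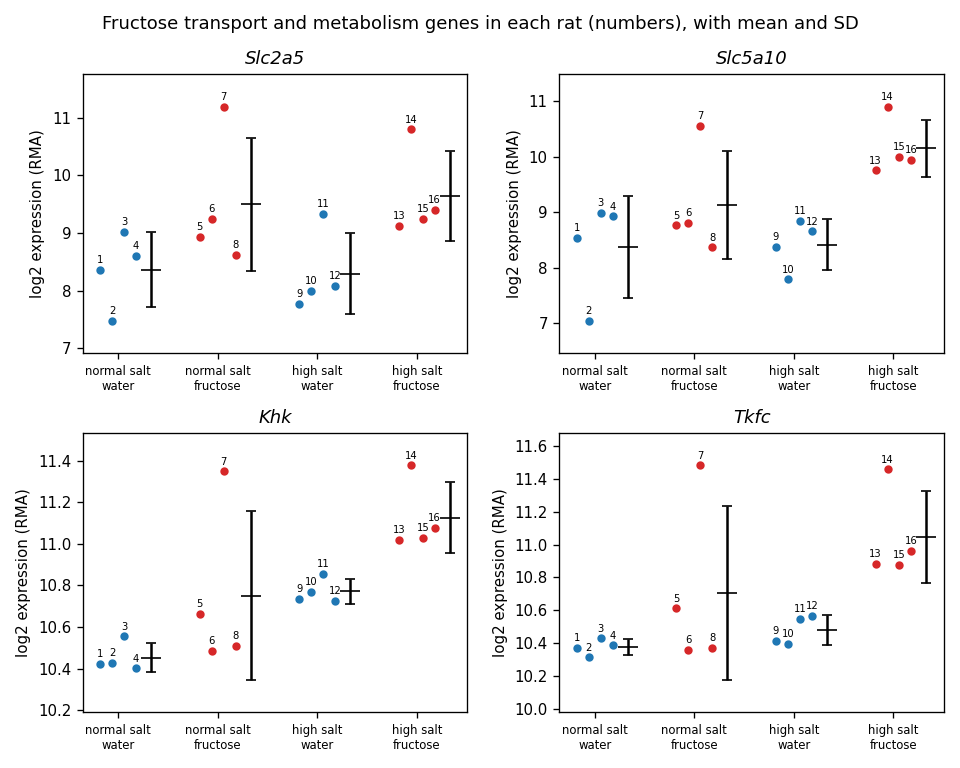
Log2 values of Slc2a5, Slc5a10, Khk and Tkfc in each of the 16 rats by dietary group, with the group mean and SD. Rat 7 and rat 14 are the highest of their groups in every panel, at 11.19 and 10.79 for Slc2a5.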

A remarkable cluster of five genes in ΔF(signature) with elevated expression is concerned with fructose transport and metabolism (marked by “#” in Table 2). An increase in ketohexokinase by dietary fructose had been noted before in liver [45]. The ability of fructose to increase expression of genes concerned with its own transport and metabolism would suggest the possibility of accelerating rate increases with time on a fructose diet.

Together these results indicate that 20% fructose in the drinking water for 7 days is sufficient to initiate genetic reprogramming of renal metabolism with increased gluconeogenesis, ketogenesis—and lipogenesis, i.e., important physiological processes known to occur in proximal tubules. In addition, they indicate genetic programs for cataplerosis and fructose absorption and metabolism. While fructose-induced metabolism and starvation share the processes of renal gluconeogenesis and ketogenesis, a distinguishing feature between them is lipogenesis with fructose and typically lipolysis in starvation [46–48].

### Design considerations for dietary experiments

One of the known difficulties in studying the effect of dietary manipulations is that observed changes may depend on the base diet and base metabolic state used as control [16]. To circumvent this issue, we studied differential expression caused by fructose in the drinking water with two different base diets (Fig 1). With the CD method of analysis, this 2 x 2 experimental design results in 2 different fructose-induced vectors, namely ΔF(NS) and ΔF(HS) from which the high ranking DE genes with similar effects on both diets could be extracted as ΔF(signature).

By design we chose to study the effects of an amount of fructose as may be caused by seasonal fruit consumption, such as bears gorging on blueberries. With consumption of fructose for only 7 days, the animals do not have confounding factors of longer-term fructose consumption, namely elevated plasma glucose, insulin resistance, or metabolic syndrome [5, 11]. This absence is important because of our interest in the primary gene program in response to fructose and the likelihood that confounding factors would change gene expression and thus lead to erroneous functional assignments. A number of rodent models have been established to generate metabolic syndrome or insulin resistance with fructose diets. These models use up to 60% of their caloric intake in the form of fructose and time frames from 3 to greater than 12 weeks[1]. Transcriptome signatures obtained under such conditions would most likely include the pathology rather than the evolutionary, adaptive genetic response to fructose. Given the absence of metabolic syndrome in our rat model, the ΔF(signature) generated in this study most likely represents the primary and important higher order genes whose expression is altered by renal fructose metabolism.

It is noteworthy that CD ΔF(HS) reflects DE under conditions of blood pressure levels that are about 15 mm Hg higher than for CD ΔF(NS). Blood pressure is thought to be an important physiological parameter for proximal tubule function. Thus, CD ΔF(HS) likely contains differentially expressed genes that represent responses to blood pressure.

### Development of the rank/deviation cutoff for CD gene vectors

Currently the CD package [17] comes with an empirical cut-off algorithm based on an in-silico model that has little rational basis in terms of physiological function or variance of affected genes. Case in point, this published method identified ~7,000 fructose-affected genes, about 25% of the total 30,000. Such a high fraction provides little useful information in terms of true physiological responses. To address this problem, we devised a new algorithm to define the cut-off point. Our method weights: 1) the contribution of genes to overall DE, and 2) the variance in the DE values. The contribution of genes to overall DE is quantified as the absolute value of the square of the DE value, and only genes are considered significant that make greater contributions than those expected for a vector in which all genes make equal contributions. The cut-off is easily identified by ranking genes according to their contribution (Fig 2). The variance was estimated from the distribution of DE values of null vectors from random pairs of mean-corrected expression data from each set of experimental and control animals. With this new approach the fructose-induced gene sets represent about 6% of the total (Table 1) and likely contain not only primary, but also secondary and higher response genes. Less than10% of the fructose-induced genes on each diet are common and change in the same direction. The rank/deviation method is particular effective in extracting the most important DE genes that respond to fructose in a similar manner on both base diets (S1 Fig) and constitute CD ΔF(signature).

### Multivariate CD method versus univariate ones

The CD method takes into account the information inherent in the covariance matrix of the expression data, i.e., co-regulation, in addition to the usual mean difference between experimental and control data, and generates a DE vector that quantitatively reflects the relative contribution of each gene to overall differential expression. This multivariate approach is well suited to extract information about gene programs and is appropriate when the major source of gene expression variance is in transcriptional regulation of many genes together rather than fluctuations in individual genes.

The quantitative nature of these vectors has several advantages because well-developed mathematical tools are available for averaging and comparing similarity of different vectors or even sub-vectors corresponding to different gene programs and thereby extracting new information. We took advantage of these vector properties in calculating average fructose-induced effects on the base diets in the form of ΔF(common). Averaging needs to be accomplished using the geometric, rather than the arithmetic, mean of the values in ΔF(NS) and ΔF(HS) because these are normalized vectors. ΔF(commons) actually contains imaginary numbers for genes whose fructose-induced expression changes in opposite direction on the 2 different base diets.

Another advantage is the ability to assess similarity of the response to a perturbation under different conditions or with different animal models. To assess whether fructose induced similar gene programs on normal- and high-salt diets we calculated the cosine of the angle between vectors of the fructose signature genes from CD ΔF(NS) and CD ΔF(HS) (Fig 5A). This angle does not depend on the magnitude of the response, but only the relative response of fructose signature genes to each other. To evaluate the significance of the observed value of >0.78, it was compared to the cosine values between ΔF(NS) and 100 random CD null vectors that are not only dissimilar to ΔF(NS), but also contain in their ensemble the noise information of the expression data. These latter values had a distribution around 0 with a range of ±0.25 (S2 Fig) so that the conclusion of similar fructose responses of animals on both base diets is justified. Therefore, it is likely that the fructose signature genes are affected by fructose under a wide range of base diets, not just the 2 actually tested.

One explanation for the greater power of the multivariate CD method in comparison to conventional univariate methods is that identification of DE genes is less dependent on the magnitude of the variance. To assess whether indeed the CD method will pick up differentially expressed genes despite relatively high baseline variance, we compared the coefficients of variation, i.e., the normalized SD, of the microarray data between two sets of genes from CD ΔF(signature): 1) several fructose transporters and metabolizing enzymes identified only by CD ΔF(signature) (marked by “#” in Table 2) and 2) two low ranked genes (Agtrap and Tmem50a), ranked 93 and 94 out of a total of 97 of the annotated CD ΔF(signature), but also identified as significant by univariate methods (marked by “*” in Table 2). The expectation was that univariate methods identify genes based on the ratio of fold-change-to-variance, i.e., a low baseline variance is required to enable recognition of small fold-changes in expression. Indeed, while the two low ranked genes have low fold-changes, they also have very low coefficients of variation, which enabled their identification by ANOVA and BAM, in addition to CD. In contrast, the higher ranked fructose metabolizing enzymes have higher fold-changes, but also higher coefficients of variation so that they were not identified by the univariate methods (S4 Table). 

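Slc2a5 and Slc5a10 varied most between rats of a group among the genes of S4 Table. The coefficient of variation of linear values, averaged over the 4 groups, was 64.7% for Slc2a5, 49.1% for Slc5a10, 18.1% for Tkfc and 13.2% for Khk. It was 11.3% for Slc13a2, 9.78% for Agtrap and 7.45% for Tmem50a, genes that passed the methods' ANOVA unadjusted on both diets. The fold change with fructose, 2 to the power of the log2 change, was 2.19 on normal and 2.55 on high salt for Slc2a5, and 1.68 and 3.32 for Slc5a10. For Khk it was 1.23 and 1.28, for Tkfc 1.26 and 1.48, for Agtrap 1.18 and 1.33, and for Tmem50a, written as a negative fold for a decrease in the mean, −1.17 and −1.30. The mean coefficient of variation of Slc2a5, Slc5a10, Khk and Tkfc was 4.21 times that of Agtrap and Tmem50a (SD over the groups 2.56). Among all TranscriptClusterIDs, the pooled SD of Slc2a5 stood at percentile 99.5, that of Tkfc at 76.4, that of Khk at 56.7 and that of Tmem50a at 7.37.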

Renal proximal tubule metabolic processes are known to respond to changes of nutritional and acid/base status, which in turn depend on other variables, such as circadian rhythm and microbiome, so that high variance is not unexpected for expression of genes coding for metabolic enzymes. Thus, the importance of low variance for identifying DE genes by univariate analysis methods can explain their lack of power compared to the CD method. Certain crucial assumptions underlying univariate methods of analysis have been previously criticized as inappropriate for expression data of complex multicellular organisms[49]. Interestingly, qPCR has the same drawbacks in terms of requiring low biological variance so that our qPCR analysis of several genes turned out to be no more informative than the microarray data (S5 Table).

The greater power of the CD method over univariate analysis was clearly evident in the gene enrichment analysis by DAVID. Only the CD method identified sufficient numbers of genes relevant for metabolism so that the biological processes of “response to nutrients” or “response to fructose” from the Gene Ontology data base were significantly enriched (S6 Table).

Apart from providing physiological context information on annotated genes, the CD method also brings out the gap in knowledge between molecular biology and function. 29% of the TranscriptClusterIDs of CD ΔF(signature) are not annotated and their functions are unknown at present. Some of these genes without known function are highly ranked and would be expected to deserve high priority in future research. For example, TranscriptClusterIDs 17809429 and 17826846 (RGD1560687) are ranked #4 and #5 below Pck1, G6pc, and Gatm (S3 Table).

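RGD1560687 (TranscriptClusterID 17826846) had DE values of 0.0578 in CD ΔF(NS), at rank 38, and 0.129 in CD ΔF(HS), at rank 4. Its log2 change was 0.14 on normal salt (standard error 0.11, adjusted p = 1.00 from limma) and 0.28 on high salt (standard error 0.11, adjusted p = 0.446). With salt it had DE values of −0.0718 in CD ΔS(-F) and 0.0394 in CD ΔS(+F). TranscriptClusterID 17809429, which the probe table pairs with several genes, had DE values of 0.122 in CD ΔF(NS), at rank 6, and 0.0753 in CD ΔF(HS), at rank 27, and ranked 4 in CD ΔF(signature). Over the null vectors, 17809429 had SDs of 0.248 and 0.105 and RGD1560687 SDs of 0.0788 and 0.183, larger than the DE values themselves.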

## Conclusion

The specific fructose-induced gene signature reported here constitutes a new type of physiologic metric for characterizing physiological phenomena. Our analysis shows that the CD method allows extraction of gene programs, i.e., co-regulated genes, from differential expression experiments. With more than one base diet, it is possible to extract information that is valid over a wider range of base diet composition. The expression changes of the fructose signature genes are consistent with fructose-induced programs of gluconeogenesis, lipogenesis, ketogenesis, and cataplerosis in proximal tubules. Thus, these genes provide a solid starting point for more targeted research into detailed downstream effects of fructose metabolism to sort out the players responsible for the pathology associated with high fructose. While renal fructose metabolism is clearly implicated in mediating pathogenesis of acute renal injury [31–34], importance of various downstream events mediating the cellular/metabolic reprogramming remains controversial [50–52]. The approach of combining analysis by CD with averaging of gene vectors and the newly described “rank/deviation” cutoff method has wider importance beyond fructose and the proximal tubule. First, it has greater power than univariate methods; second, the quantitative nature of signature gene vectors allows rational integration of information from differential expression experiments with different types of dietary manipulations or with different animal or cell models, e.g., by similarity analysis. Therefore, this analysis method can substantially contribute to mapping transcriptome profiles to physiological functions. The strategy and methods are clearly applicable to many dietary problems.

## Supporting information

S1 Fig Selection of significant DE genes from CD ΔF(common).

S2 Fig Frequency of cosine similarity between CD ΔF(NS) and 100 CD null(NS) vectors.

S3 Fig Correlation between Affymetrix microarray and qPCR measurements.

S1 Table Fructose-induced CD ΔF(NS) vector.

S2 Table Fructose-induced CD ΔF(HS) vector.

S3 Table Fructose-specific CD ΔF(signature).

S4 Table Analysis of coefficient of variation for highly ranked genes for fructose metabolizing enzymes.

S5 Table qPCR analysis of selected genes.

S6 Table Enrichment of GO:Biological processes for annotated ΔF(signature).

S7 Table Enrichment of GO:0005739~mitochondrion for annotated CD DF(signature) within GO:Cellular constituents.

S8 Table Weight of animals at sacrifice.

# Supplementary material for: Transcriptome signature for dietary fructose-specific changes in rat renal cortex: A quantitative approach to physiological relevance
**Source:** PLoS One. 2018 Aug 1;13(8):e0201293. doi: 10.1371/journal.pone.0201293

Transcriptome signature for dietary fructose-specific changes in rat renal cortex:
a quantitative approach to physiological relevance

Agustin Gonzalez-Vicente¹, Jeffrey L. Garvin¹, and Ulrich Hopfer^{1*}

Supporting Information

S1 Fig. Selection of significant DE genes from CD ΔF (common).

To assess the contribution of each gene's DE value to overall DE expression, the genes are sorted in descending order of the absolute value of their squared DE value and then assigned a positional rank " i ", ranging from 1 to n , the total number of genes. Each gene is then assigned an enrichment score ES_i defined as $ES_i = |v_i|^2 - (1/n)$. The "blue line" represents the early portion of a plot of the cumulative distribution function

$CDF(ES_i) = \sum_1^i [v_i^2 - (1/n)]$ (equation 6 in Methods) versus "fractional rank" (i/n). This type

of plot allows identification of the maximum value of the CDF (red line) and a fractional rank of (i_{max}). At (i_{max}), the gene's $|v_i|^2 \approx (1/n)$ the value expected for a "no-DE" vector. All genes with higher positional ranks than " i_{max} " can thus be excluded on the basis that their

$|v_i^2| \leq (1/n)$ and their contribution to overall DE is minor. The “brown dots” represent the sum of each gene’s CDF value plus $2 \cdot SD^2$ of its DE value (equation 7 in Methods). Only genes with brown dots below the red line have a sufficiently high DE value and sufficiently low SD to be included in the high ranking DE genes in terms of fructose effects.

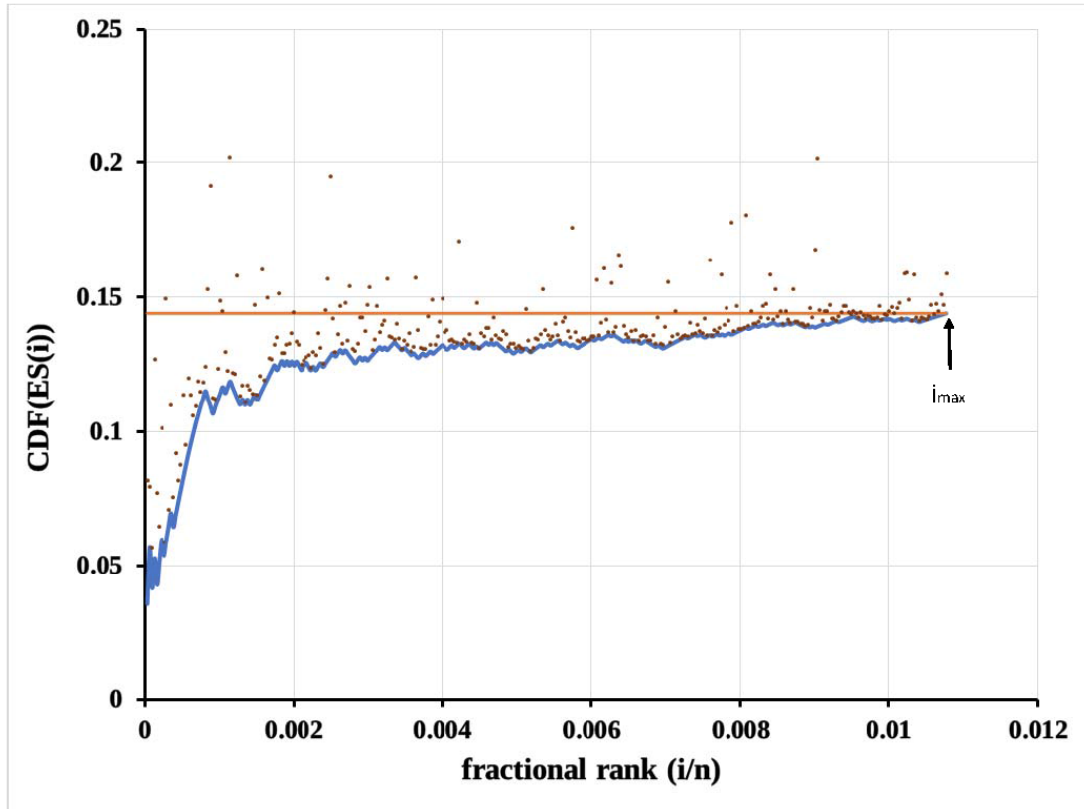

**Supplement:** S1 Fig

# Supplementary material for: Transcriptome signature for dietary fructose-specific changes in rat renal cortex: A quantitative approach to physiological relevance
**Source:** PLoS One. 2018 Aug 1;13(8):e0201293. doi: 10.1371/journal.pone.0201293

Transcriptome signature for dietary fructose-specific changes in rat renal cortex:
a quantitative approach to physiological relevance

Agustin Gonzalez-Vicente¹, Jeffrey L. Garvin¹, and Ulrich Hopfer^{1*}

Supporting Information

S2 Fig. Frequency of cosine similarity between CD $\Delta F(NS)$ and 100 CD null(NS) vectors.

Null vectors were generated from the complete expression data set from animals on the normal-salt diet after mean correcting separately the groups with and without fructose. Null vectors were calculated by CD from random pairs of data from individual animals, the covariance of the entire data set, and the normalization factor for CD $\Delta F(NS)$ (see Methods: Error Estimate for CD vectors in Methods). Cosine values were calculated in R between truncated vectors comprising the 139 genes of the fructose signature of CD $\Delta F(NS)$ and 100 CD null $\Delta F(NS)$ vectors. The vectors were sorted so that the gene sequence was identical and responding to CD $\Delta F(NS)$. The frequency of binned results is plotted. Results are similar to those with full-length vectors.

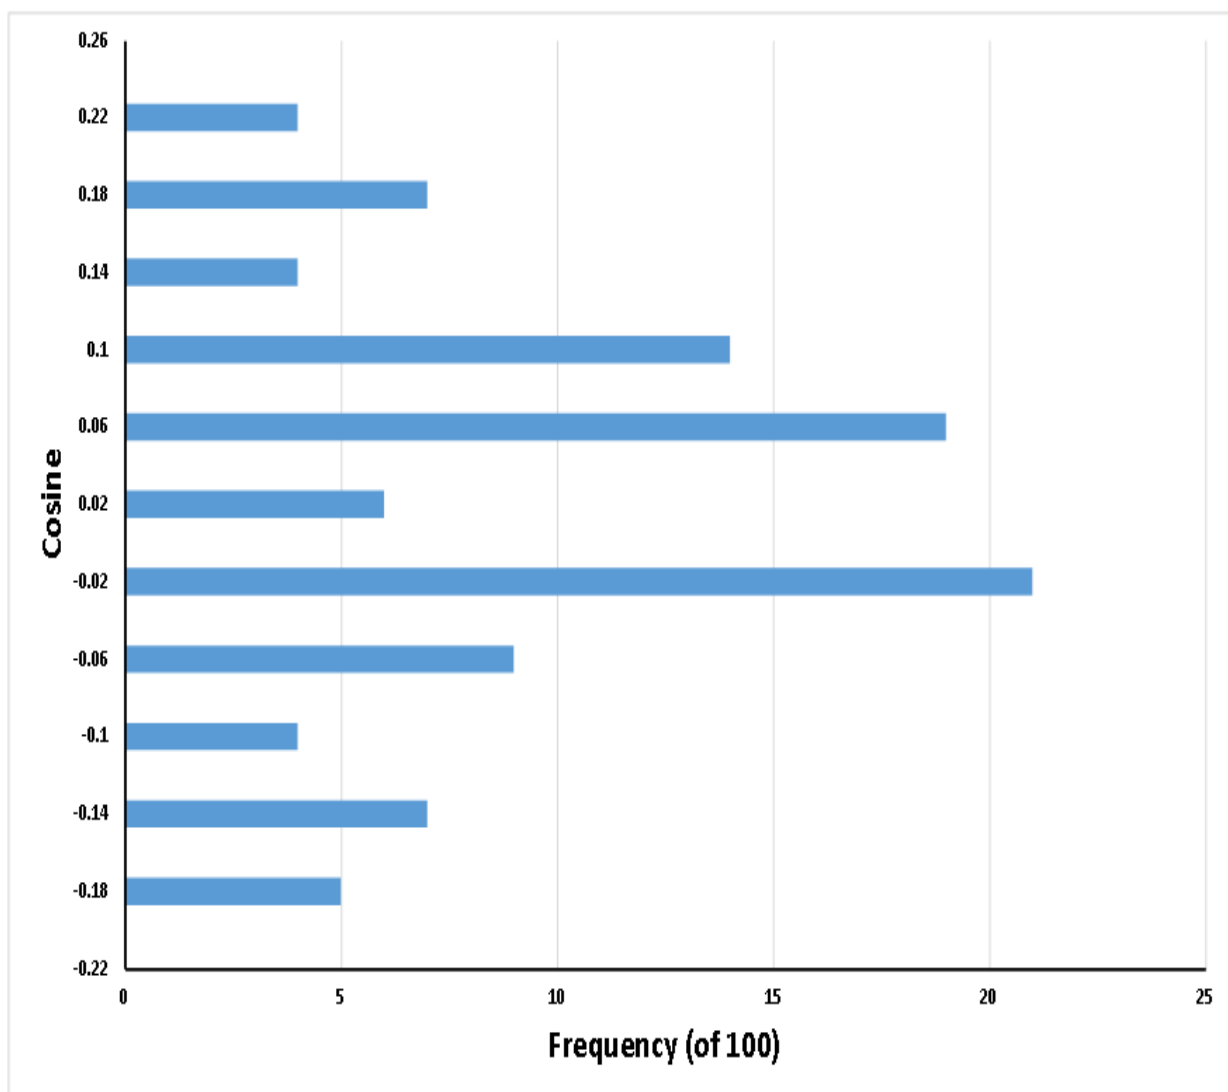

**Supplement:** S2 Fig

# Supplementary material for: Transcriptome signature for dietary fructose-specific changes in rat renal cortex: A quantitative approach to physiological relevance
**Source:** PLoS One. 2018 Aug 1;13(8):e0201293. doi: 10.1371/journal.pone.0201293

Transcriptome signature for dietary fructose-specific changes in rat renal cortex:
a quantitative approach to physiological relevance

Agustin Gonzalez-Vicente¹, Jeffrey L. Garvin¹, and Ulrich Hopfer^{1*}

Supporting Information

S3 Fig. Correlation between Affymetrix microarray and qPCR measurements.

Gene expression was corrected for Actb and have the same scale (log2). qPCR data are expressed as “-Cy0”. Error bars, when present, represent standard errors of the mean from the 4 animal replicates in each group. Absence of error bars indicate non-significance of correlation. A) Correlation between animals on normal-salt diet $\pm$ fructose. B) Correlation between animals on high-salt diet $\pm$ fructose.

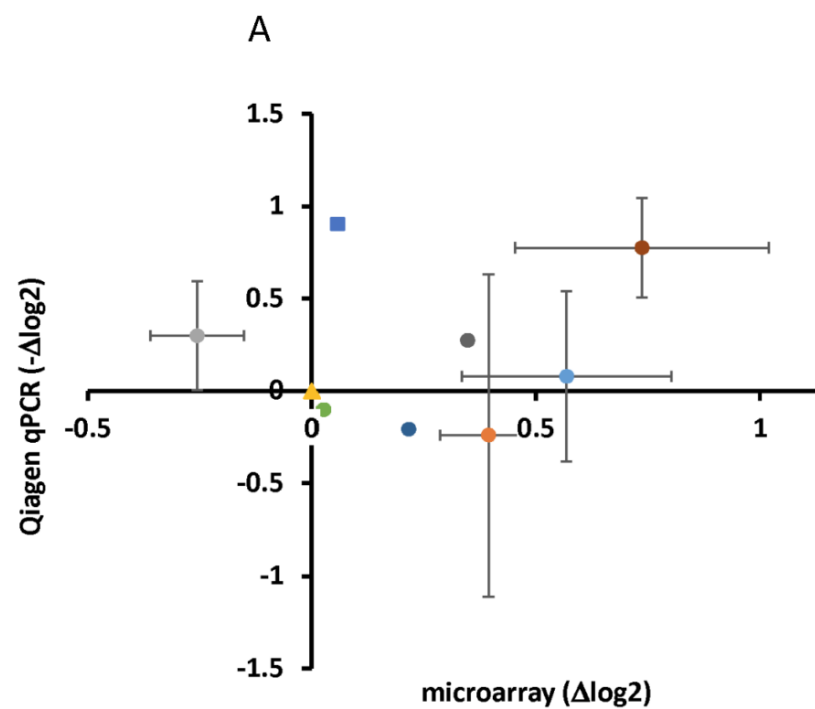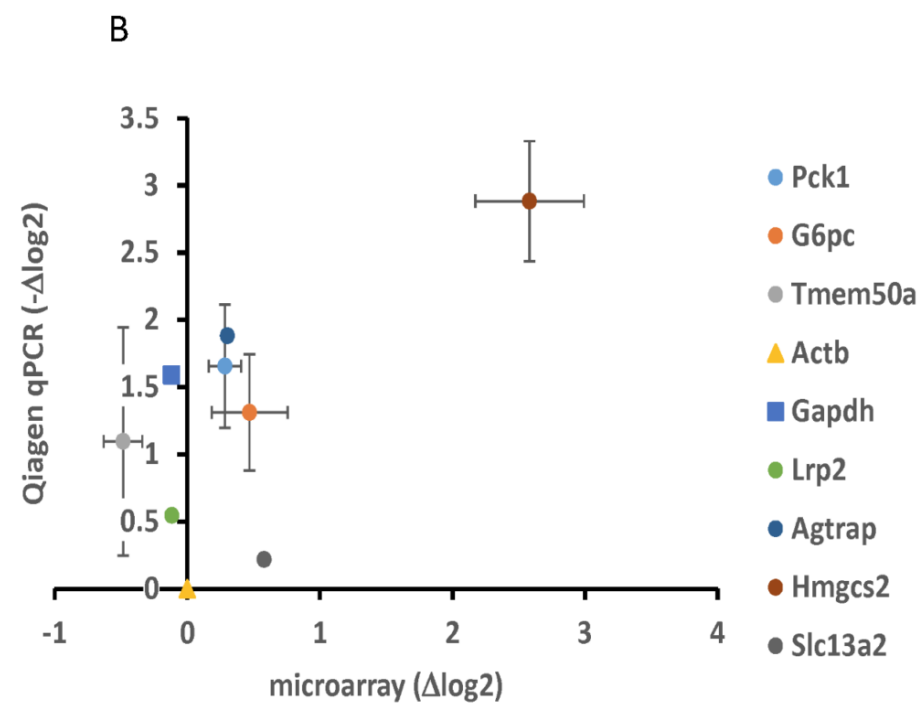

**Supplement:** S3 Fig

How the deposited data were processed for this re-analysis (not part of the article)

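RNA of the superficial kidney cortex of 16 male Sprague-Dawley rats was measured on Affymetrix RaGene 2.0 ST arrays, 1 array per rat and 4 rats in each of 4 groups (normal or 4% NaCl diet, water or 20% fructose in the drinking water, 7 days). The authors processed the arrays by robust multi-array average (RMA) in Affymetrix Expression Console, for which the paper names quartile as the setting for normalization and median polish for summarization of the probes of each TranscriptClusterID, and the deposited values are log2 values. The raw array files were not used here. No background threshold per TranscriptClusterID is in the values, so the precision is limited by the number of arrays and by the spread between rats, and dim TranscriptClusterIDs were tested along with the others. Every rat was assigned to its group by its label, and 0 columns of values were left unmapped. Every test and split treats the rats as independent. By the paper's methods they were housed in pairs, and the labels give no cages. All 36685 TranscriptClusterIDs entered. Symbols came from the reference probe table and, for 254 TranscriptClusterIDs, from S1, S2 and S3 Tables; 6 older symbols were updated. The TranscriptClusterID of G6pc is paired with several genes in the probe table, so its name is the paper's.

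Each TranscriptClusterID was fitted with limma 3.58.1 in R 4.3.3 (a mean per group over all 16 arrays, moderated by empirical Bayes), and the contrasts were fructose on each diet, fructose averaged over both diets, the difference between the diets, salt with and without fructose, and salt averaged. The contrasts for salt compare base diets that, by the paper's methods, differ in maker, protein, carbohydrate and energy content as well as in NaCl, and these cannot be separated here. A TranscriptClusterID was called at an adjusted p under 0.05 (Benjamini and Hochberg over all 36685). Gene lists were tested with camera from limma, at a preset correlation of 0.01 between genes and again with an estimated correlation, with p adjusted over 38 lists within each of 5 contrasts. The lists name 615 members, of which 35 were not found. They were written with knowledge of the paper and hold genes that it names, such as G6pc and Gatm among the markers of the S1 and S2 segments, and Khk, Tkfc and G6pc among the ChREBP targets, and some share genes, such as Col3a1 in those of matrix and of fibroblasts. Every limma or camera p is two-sided.

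The Characteristic Direction was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 from linear values (2 to the power of the log2 value; the methods do not name the scale), with principal components kept to 95% of the variance and a regularization of 1. The cut-off used 100 null vectors per diet and the rank and deviation rules of the paper's equations. The SD of a DE value is that over the 100 null vectors of its diet. The spread of counts, cosines and contributions is that over values with each rat left out. The SD beside a fold of S4 Table is that of the linear values of the 4 rats given fructose, divided by the mean of the 4 on water. The methods' ANOVA was computed for each diet at an unadjusted p under 0.05 and after Benjamini and Hochberg. Groups were compared in the principal component plane by the mean silhouette width with scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. qPCR values are the paper's (S5 Table) and are set beside array values after subtraction of Actb, with an exact permutation test.

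The genes named are, for fructose on each diet, fructose averaged and salt averaged, the 10 higher and 10 lower genes with the smallest limma p among TranscriptClusterIDs with 1 symbol, the 5 each way for the difference between the diets, every gene that the paper names in its text, Tables 2 and 3 and S4, S5 and S7 Tables, whose published values were known, and up to 4 members of each list with the smallest p. A gene with several TranscriptClusterIDs is represented by the one in S1, S2 or S3 Tables, or else by the one of highest mean. Some genes that this rule names are not reported here, and the counts of named genes, of values compared with the paper and of groups of 4 rats tested leave them out.

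Alternatives were a filter that keeps the 18342 TranscriptClusterIDs above the median of the means, quantile normalization, the 8 arrays of a contrast alone, an intensity trend, log2 values in the Characteristic Direction, all components, a regularization of 0.5, TranscriptClusterIDs with 1 gene symbol, all ordered pairs for the null vectors, a normalized common vector, the published 139 TranscriptClusterIDs, the 200 TranscriptClusterIDs of highest variance or linear values for the principal components, and each rat left out in turn. A pair of alternatives was added after the data were seen, namely leaving out TranscriptClusterIDs numbered below the lowest in the probe table, and taking rats 12 to 15 against rats 9 to 12 for the folds of S4 Table. Counts within 1.5 times each other are taken as unchanged. For other groupings of the same rats, all 35 splits of 8 arrays were taken, or 100 were drawn, and 100 regroupings of the 16 arrays for the principal components.

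The steps were tested on simulated data. With limma, 71.6% of changes of 1 on the log2 scale were recovered on normal salt and 74.6% on high salt, and 20.9% and 19.4% of changes of 0.5, with 8 and 11 false calls. camera called the 1 list shifted by 0.3 and 0 of the others. Its genes were simulated independently of each other, so this cannot show how often camera calls lists by chance when genes are correlated. The ANOVA recovered 184 of 200 TranscriptClusterIDs shifted on both diets, with 42 others, and the signature of 185 held 175 of 200 with a cosine of 0.987. The published enrichment by DAVID and the Bayesian analysis of variance were not analysed here.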

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

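The test of array processing and the comparison of the cosine over all TranscriptClusterIDs with other splits were chosen only after the result was seen, as were the second set of halvings and the share of signs in the test of clock phase.

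High salt averaged over water and fructose gave 4863 calls with limma, which the paper did not report. The other splits gave at most 168 (1 of 100 as large, the real one). Salt without fructose gave 1208 calls (at most 5 in the other splits, 1 of 35 as large). Salt with fructose gave 1968 (at most 1, 1 of 35 as large). Chance can be excluded for these counts if the rats are independent. By the paper's methods the rats were housed in pairs, and the labels give no cages, so effects of a shared cage could not be tested. Clock genes changed with salt (camera adjusted p = 0.0472, a call lost with an estimated correlation and without rat 8, 11, 12, 13, 15 or 16). Since the paper's text gives no time of collection, a different clock phase at collection could account for part of the calls. Outside the clock list, the change predicted from the clock score within groups correlated with the measured change at 0.0441, under the 95th percentile of reshuffled scores (0.103, SD 0.0671), and the slope on the score had the sign of the change in 50.2% of 4850 called TranscriptClusterIDs (95th percentile 60.9%), which argues against clock phase, but the score varied within groups by an SD of 1.10 against a difference of 4.03 between the diets, so clock phase and diet cannot be told apart. Olfactory, vomeronasal and keratin-associated genes were taken as genes without a role in kidney, a premise that was not tested. Of their 1394 TranscriptClusterIDs, 8.03% were called, against 6.03% of others matched on signal (4.88% to 7.25%). If the premise holds, a difference in array processing between the diets may account for part of the calls as well. The diet itself, which the design names and in which maker, protein, carbohydrate and energy content differ along with NaCl, stays open and was not tested apart from these.

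The size of CD ΔF(signature), 148, was reached by 24 of 100 splits within the diets (highest 532), that of CD ΔF(common), 251, by 24 (highest 813), its cosine of 0.787 by 17 (highest 0.938), and its contributions of 26.6% and 36.6% by 24 and 16 (highest 57.4% and 54.6%), so chance cannot be excluded for any of these. The number of TranscriptClusterIDs selected on each diet, 2067 and 2071, was reached by 68 and 91 splits (highest 2329 and 2838). Splits with several times the real signature may reflect a structure of the samples other than the diets, which was not tested. A cosine could be taken in 46 of the splits, the signature of the other 54 holding fewer than 2 TranscriptClusterIDs. The highest cosine, 0.938, was taken over a signature of 4, while splits with signatures of 256 and 529 gave 0.828 and 0.761. In the real signature the cosine fell from 0.968 over the leading 3 to 0.787 over all 148. Cosines over signatures of unlike size are thus not directly comparable. With the TranscriptClusterIDs chosen on a part of the rats and the cosine taken from the others, the median cosine was 0.271, against 0.784 on the rats used for the choice and a 95th percentile of 0.247 for regrouped rats (SD 0.226, 6 of 100 as large; 0.240 against 0.233 in a second set of halvings), so choice on the same arrays and a response shared by the diets cannot be told apart at this spread. Over all TranscriptClusterIDs, chance cannot be excluded for the cosine of 0.158 (12 of 100 as large, highest 0.357) or for the correlation of 0.0223 between the log2 changes on the diets (39 of 100, highest 0.143).

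The cosine of CD ΔS(-F) with CD ΔF(HS) over all TranscriptClusterIDs was −0.160. Both vectors use the high-salt rats on water, with opposite signs, and simulated groups without any effect gave a median of −0.353, from −0.825 to 0.173, with 85 of 100 at or below the measured value, so the shared rats alone may account for a cosine below 0. A common response to salt and fructose, which would raise the cosine, was not tested apart from this.

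Fructose effects differed between the diets for 7 lists: the cell cycle (camera adjusted p = 5.65e-09), macrophages and antigen presentation (0.000289), endoplasmic reticulum stress (0.000301), oxidative phosphorylation (0.00576), distal convoluted and connecting tubule (0.00576, median difference −0.29), proximal tubule transporters (0.0293) and the S1 and S2 segments (0.0293). None passed with an estimated correlation (adjusted p = 0.600 for each), and chance cannot be excluded for the number of lists (24 of 100 splits as large, highest 13; real value 7).

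Averaged over both diets, the cell cycle list was lower with fructose in all 25 genes, with a median of −0.32 and 16 lower when adjusted over the list alone (camera adjusted p = 5.99e-27, and adjusted p = 0.0567 with an estimated correlation), and the paper does not discuss it. Genes of extracellular matrix and fibrosis were lower in 14 of 15, with a median of −0.19 and 5 lower when adjusted over the list alone (camera adjusted p = 3.27e-08, and adjusted p = 0.0567 with an estimated correlation).

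In 6 of 48 groups of 4 rats tested, 1 rat lay far from the other 3, where chance gives about 5% of groups. The gap to the nearest rat as a share of the range was 0.834 for Khk in rat 3 on normal salt and water (10.56, next 10.43) and 0.859 for Agtrap in the same rat (9.28, next 9.54). Rat 14, on high salt and fructose, was farthest for G6pc (0.843; 11.46, next 12.23), Tkfc (0.850; 11.46, next 10.96), Slc2a5 (0.835; 10.79, next 9.40) and Khk (0.837; 11.38, next 11.08).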

How the results depend on the processing

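No paired analysis was possible because the groups share no rat numbers, and signal over background was not measured, so the filter on dim TranscriptClusterIDs takes its place. No called gene or list changed direction under any alternative, and the cosine over all TranscriptClusterIDs, 0.158, was −0.0129 without rat 16. Of 122 results for named genes, 111 kept their side of the threshold throughout. Called on high salt without dim TranscriptClusterIDs were Slc13a2, Top2a, Mki67, Pbk, Hacl1, Cx3cr1 and Rhoq (Top2a with an intensity trend too), and averaged over the diets Top2a without rat 8 and Col3a1 without rat 14. Lost were Sdf2l1 with salt (without rat 1, 7, 13 or 15) and Atp6v1g3 with salt (without rat 5, 8 or 12). Of 45 calls of lists, none remained with an estimated correlation, 35 remained without dim TranscriptClusterIDs and 23 without any single rat. Salt averaged (3854 to 5111 calls), fructose on normal salt (0 to 0), the lists on normal salt (9 to 13) and averaged (9 to 15) and the CD genes (1802 to 2155 and 2071 to 2225) held within 1.5 times when each rat was left out. For the other results below, beyond fewer arrays or genes tested, the cause was not tested.

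The methods' ANOVA, unadjusted, called 1887 and 2828 TranscriptClusterIDs for fructose on normal and high salt and 6148 and 6852 for salt without and with fructose; after Benjamini and Hochberg it called 0 for fructose on high salt and 400 and 214 for salt. Without dim TranscriptClusterIDs, limma called 22 for fructose on high salt (11 higher and 11 lower), and of the calls for salt with fructose 38.2% were higher, against 50.9% with all; 4 lists were called for the difference between the diets and 3 for salt. With the 8 arrays of a contrast alone, limma called 0 for fructose on high salt and 533 and 733 for salt without and with fructose. With an intensity trend it called 3 for fructose on high salt. An estimated correlation left 0 lists in all 5 contrasts. Log2 values in the CD gave 8217 and 8242 genes, 68 common, a signature of 50 and contributions of 3.27% and 3.24%. TranscriptClusterIDs with 1 symbol gave 1152 and 1160 genes and a contribution of 43.2% on normal salt. A regularization of 0.5 gave 77 common and a signature of 49. The 200 TranscriptClusterIDs of highest variance gave a silhouette width of −0.0424.

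With each rat left out in turn, limma called from 0 (without rat 13) to 4 (rat 15) for fructose on high salt, 0 (rat 1) to 4 (rat 8) averaged, 0 to 1 (rat 11 or 16) for the difference between the diets, 562 (rat 1) to 1244 (rat 2) for salt without and 868 (rat 8) to 2186 (rat 16) for salt with fructose. Lists called numbered 5 (rat 9) to 14 (rat 14) on high salt, 4 (rat 14) to 9 (rat 1) for the difference and 0 (rat 8) to 10 (rat 14) for salt. The ANOVA count on both diets ran from 70 (rat 6) to 137 (rat 8), the common genes from 8 (rat 16) to 392 (rat 5), the signature from 4 (rat 16) to 249 (rat 5), its cosine from 0.682 (rat 2) to 0.993 (rat 16), its contributions from 1.79% (rat 16) to 35.3% (rat 5) on normal and 4.45% (rat 16) to 50.0% (rat 12) on high salt, and the silhouette width from 0.177 (rat 11) to 0.591 (rat 4), with 0.320 without rat 13 and 0.358 without rat 6.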

Differences from the paper's values

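Of 78 values compared with those of the paper, for results reported here, 0 differed by the rule used. For cosines and DE values the rule is a gap larger than their error, and for other values a ratio above 1.5 as well. By it the 2071 TranscriptClusterIDs selected on high salt do not differ from the paper's 1745. With each rat left out, however, that number ran from 2071 to 2225. The paper's fold changes with fructose on high salt in S4 Table are 2.66 for Slc5a10, 2.03 for Slc2a5 and 1.28 for G6pc, and the values here are 3.32 (SD 1.36), 2.55 (SD 1.68) and 1.49 (SD 0.388), each SD being that of the single rats given fructose over the mean with water. The difference of the log2 means of rats 12 to 15 and rats 9 to 12, taken as a fold, a setting chosen after seeing the values, gives 2.66, 2.03 and 1.28, and the paper's folds on high salt in that table all match this setting. With the same rats, of which rat 12 stands on both sides, so that the groups are not independent, the methods' ANOVA on high salt, unadjusted, gives a p of 0.0195 for Slc25a10, 0.0215 for Slc13a2, 0.0432 for Pck1, 0.0563 for Tmem50a, 0.0846 for Dpt, 0.103 for Agtrap, 0.103 for Prss8, 0.171 for Abat and 0.232 for Oxct1.

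Among statements without a value compared above, the paper states a smaller share of genes that are common to both diets with the same direction. Here 28.3% and 28.2% of the selected TranscriptClusterIDs are shared in that way, and in the paper's own lists (S1 and S2 Tables) 495 of 888 shared TranscriptClusterIDs are, or 27.3% and 28.4% of the lists; the signature is 7.16% and 7.15% of the lists selected here, and the ANOVA count is 6.47% and 4.31% of its lists.

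The paper lets fewer genes account for the main part of its annotated signature, out of a smaller set of annotated genes. Over the 112 named here, the leading 34 held 76.4% and the leading 41 held 80.4%. These include RGD1560687, which the paper lists among those not annotated, so the shares are not directly comparable. The paper counts G6pc among the genes identified by every method, and here the methods' ANOVA on high salt gave G6pc an unadjusted p of 0.0912. The paper describes a smaller number of genes on the array than the 36685 TranscriptClusterIDs analysed here. In S5 Table, the paper's qPCR differences of Tmem50a, 0.298 and 1.10, are above 0, and the array differences after subtraction of Actb are −0.26 and −0.48. That of Agtrap on normal salt is −0.207 against 0.21 on the array. The paper's SDs for these qPCR differences, 0.588, 1.70 and 2.57, are larger than the differences themselves, so the qPCR does not settle their sign.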

Other observations

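The alternative that leaves out TranscriptClusterIDs numbered below the lowest in the probe table was chosen only after the data were seen.

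Genes of fatty acid oxidation were higher on the high-salt chow, which differs from the other in more than NaCl: of 21 measured, 18 had a positive change with salt averaged over water and fructose, 5 rose with limma over all TranscriptClusterIDs and 6 when adjusted over the list alone, with a median of 0.09 (camera adjusted p = 0.0472, and adjusted p = 0.771 with an estimated correlation). Acaa1a, a peroxisomal thiolase, rose by 0.50 (standard error 0.10, adjusted p = 0.00428 from limma) and the mitochondrial dehydrogenase Acadvl by 0.32 (standard error 0.07, adjusted p = 0.00578 from limma). Of 6 markers of intercalated cells, 3 fell with salt, with a median of −0.26 (4 lower when adjusted over the list alone; camera adjusted p = 0.0472, and adjusted p = 0.245 with an estimated correlation). Atp6v1g3, a subunit of the proton pump of these cells, fell by 0.43 (standard error 0.12, adjusted p = 0.0248 from limma, a call lost without rat 5, 8 or 12) and Foxi1, their transcription factor, by 0.29 (standard error 0.08, adjusted p = 0.0201 from limma). Of 5 endothelial markers all had a change below 0 with salt, with a median of −0.22, and 1, the cadherin Cdh5, fell by 0.63 (standard error 0.11, adjusted p = 0.00134 from limma; camera adjusted p = 0.0472 for the list, and adjusted p = 0.564 with an estimated correlation). Each of these calls was lost without rat 8, 11, 12, 13, 15 or 16, and those of intercalated cells and endothelium without dim TranscriptClusterIDs, with adjusted p of 0.163 and 0.148. The olfactory receptor Or5h25 rose by 2.87 with salt (standard error 0.14, adjusted p = 3.69e-08 from limma). Of 25 cell cycle genes, 7 fell with salt, among them Mki67 by 0.70 (standard error 0.12, adjusted p = 0.00127 from limma), and the list had a median of 0.01 and a mean of −0.10 and did not pass (camera adjusted p = 0.148). The macrophage list had a median of −0.11 and a mean of 0.06 with salt and did not pass (camera adjusted p = 0.985).

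With fructose, genes of cholesterol synthesis were lower as a group on high salt, 13 of 18 below 0 with a median of −0.12 (camera adjusted p = 0.0145, and adjusted p = 0.463 with an estimated correlation), and averaged over the diets, with a median of −0.08 (camera adjusted p = 0.00608, and adjusted p = 0.355 with an estimated correlation). The call on high salt was lost without rat 9 or 15 and without dim TranscriptClusterIDs, with an adjusted p of 0.102. The markers of intercalated cells had a median of −0.14 with fructose averaged over the diets (camera adjusted p = 0.0443, and adjusted p = 0.181 with an estimated correlation), a call lost without rat 2, 4, 5, 6, 7, 9, 10, 12, 13 or 16 and without dim TranscriptClusterIDs.

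The lists for other functions and cells passed in none of the 5 contrasts. The lowest camera adjusted p over the contrasts was 0.0522 for distal sodium and potassium transport and 0.0523 for heat shock and immediate early genes. It was higher for red blood cells (0.0668), acid-base and ammonia handling (0.0823), podocytes (0.0870), glycolysis (0.142), lymphocytes (0.18), oxidative stress (0.206), adipocytes (0.207), principal cells of the collecting duct (0.281), the adrenal cortex (0.281), ribosomal proteins (0.281), the renin-angiotensin system (0.386), fatty acid and triglyceride synthesis (0.460), tubular injury (0.463), ketone bodies (0.474), the S3 segment (0.484) and the thick ascending limb (0.732).

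For the other results of models fitted across many genes, the splits of the same rats give the following. Fructose on normal salt gave 0 calls with limma (1521 at an unadjusted p under 0.05, and 0 with the methods' ANOVA after adjustment), and the difference between the diets also 0 (2235 at an unadjusted p under 0.05); every split (35 of 35 and 100 of 100) is as large as a count of 0, so the splits decide nothing for these. The highest others are 31, from rats 1, 3, 5 and 6 against rats 2, 4, 7 and 8, which may reflect a structure of the samples, and 2. Chance cannot be excluded for the 1 call on high salt (5 of 35 splits as large, highest 2) or for the 1 call averaged (6 of 100, highest 1). It cannot be excluded either for the 10 lists on high salt (5 of 35, highest 12) or the 5 with salt (33 of 100, highest 13). Few splits reached the 10 lists called on normal salt (1 of 35, highest other 9) and the 13 averaged (3 of 100, highest other 14). Few also reached the 122 TranscriptClusterIDs that passed the methods' ANOVA on both diets in the same direction (2 of 100, highest other 140). For these 3 counts another split came close to or above the real one, and the comparisons with splits were not adjusted for their number. Chance is thus less likely for them but not excluded. If the rats are independent, chance can be excluded for the silhouette width of 0.514 against regrouped rats (1 of 100, highest other 0.0560). The same holds for that width with rats regrouped within each diet (1 of 100, highest other 0.403).

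With TranscriptClusterIDs numbered below the lowest in the probe table left out, 31598 remained, and the signature held 146 TranscriptClusterIDs with a cosine of 0.784. Rat 7 was also the rat without which the change of Pklr on normal salt was 0.40 against 0.85, and without rat 14 its change on high salt was 0.92 against 1.21.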
